# Diverse PFAS produce unique transcriptomic changes linked to developmental toxicity in zebrafish

**DOI:** 10.3389/ftox.2024.1425537

**Published:** 2024-07-22

**Authors:** Yvonne Rericha, Lindsey St. Mary, Lisa Truong, Ryan McClure, J. Kainalu Martin, Scott W. Leonard, Preethi Thunga, Michael T. Simonich, Katrina M. Waters, Jennifer A. Field, Robyn L. Tanguay

**Keywords:** PFAS, developmental toxicity, transcriptomics, bioconcentration, phenotypically anchored

## Abstract

Per- and polyfluoroalkyl substances (PFAS) are a widespread and persistent class of contaminants posing significant environmental and human health concerns. Comprehensive understanding of the modes of action underlying toxicity among structurally diverse PFAS is mostly lacking. To address this need, we recently reported on our application of developing zebrafish to evaluate a large library of PFAS for developmental toxicity. In the present study, we prioritized 15 bioactive PFAS that induced significant morphological effects and performed RNA-sequencing to characterize early transcriptional responses at a single timepoint (48 h post fertilization) after early developmental exposures (8 h post fertilization). Internal concentrations of 5 of the 15 PFAS were measured from pooled whole fish samples across multiple timepoints between 24–120 h post fertilization, and additional temporal transcriptomics at several timepoints (48–96 h post fertilization) were conducted for Nafion byproduct 2. A broad range of differentially expressed gene counts were identified across the PFAS exposures. Most PFAS that elicited robust transcriptomic changes affected biological processes of the brain and nervous system development. While PFAS disrupted unique processes, we also found that similarities in some functional head groups of PFAS were associated with the disruption in expression of similar gene sets. Body burdens after early developmental exposures to select sulfonic acid PFAS, including Nafion byproduct 2, increased from the 24–96 h post fertilization sampling timepoints and were greater than those of sulfonamide PFAS of similar chain lengths. In parallel, the Nafion byproduct 2-induced transcriptional responses increased between 48 and 96 h post fertilization. PFAS characteristics based on toxicity, transcriptomic effects, and modes of action will contribute to further prioritization of PFAS structures for testing and informed hazard assessment.

## 1 Introduction

Per- and polyfluoroalkyl substances (PFAS) are a structurally diverse class of chemicals to which we are frequently exposed, with some increasingly associated with adverse health effects (Sunderland et al., 2019; Fenton et al., 2021). Despite various definitions, the OECD and United States Environmental Protection Agency (US EPA) have identified thousands of unique and structurally diverse PFAS (OECD, 2021; USEPA, 2022). The defining carbon-fluorine chemistry, and the characteristic dual hydrophobic and oleophobic properties, imparts beneficial properties like resistance to heat, weathering, and staining, and surfactant capabilities. As a result, PFAS have been used in a range of applications, including electronics, cleaning products, paper products, and textiles (Gluge et al., 2020). While PFAS are very beneficial for such applications, their chemistry also makes them highly persistent in the environment and has led to their ubiquitous detection in the environment and human populations (Abunada et al., 2020). Humans are primarily exposed to PFAS via diet and drinking water, though exposure can also occur through inhalation or dermal contact (Sunderland et al., 2019). Widespread exposure and evidence that some PFAS bioaccumulate and cause adverse health effects contribute to growing concerns regarding PFAS toxicity (Fenton et al., 2021).

Toxicological studies in recent decades have often focused on a small subset of PFAS, predominately perfluoroalkyl carboxylic acids, such as perfluorooctanoic acid (PFOA), and perfluoroalkyl sulfonic acids like perfluorooctane sulfonic acid (PFOS) (Fenton et al., 2021). PFAS have been associated with adverse immune, growth, and metabolic outcomes, including disrupted lipid profiles, diabetes, and thyroid disease in epidemiological studies (Liew et al., 2018; Sunderland et al., 2019). Experimental models have also provided evidence of endocrine disruption and developmental, hepatic, metabolic, and immunotoxic effects (Fenton et al., 2021). Some PFAS pose significant human health hazard; however, little to no toxicity data are available for most of the thousands of PFAS on the global market. Furthermore, the underlying mechanisms that lead to toxicity are not definitively understood (Fenton et al., 2021). Structurally distinct PFAS differentially induce toxicity (i.e., cause varying adverse effects and magnitudes of effects) when assessed *in vitro* and *in vivo* and disrupt different biological processes based on transcriptomic analyses (Houck et al., 2021; Truong et al., 2022; Rericha et al., 2023). PFAS also exhibit varied affinities for binding to biological targets (e.g., nuclear receptors such as peroxisome proliferator-activated receptors) (Houck et al., 2021), all of which suggest that diverse PFAS likely induce adverse effects through different mechanisms. To address these data gaps, alternative models are employed to achieve rapid evaluation of large libraries of PFAS and ‘omics level investigations.

The highly resource intensive (e.g., cost, time, laboratory space) nature of traditionally used and established *in vivo* mammalian models paired with the tremendous number of chemicals lacking sufficient toxicity data have contributed to the push towards new approaches such as *in vitro* screening (Schmeisser et al., 2023). However, *in vitro* models lack biological complexity, making it challenging to predict toxicity at the organism level (Truong et al., 2014). The zebrafish (*Danio rerio*) is an alternative model that bridges the gap between mammalian and *in vitro* models. High fecundity paired with the *ex vivo*, optically clear, and rapid development of zebrafish allow for high-throughput evaluation of chemical bioactivity (Horzmann and Freeman, 2018). The zebrafish has been increasingly employed as a model for human health to evaluate developmental toxicity of PFAS (Rericha et al., 2023), and several recent studies conducted high-content screening (Dasgupta et al., 2020; Han et al., 2021; Truong et al., 2022). We recently evaluated the developmental toxicity of a library of 139 PFAS obtained from the US EPA and identified 31 molecules that induced morphological effects, such as edema, craniofacial malformations, bent axis, mortality, and more described in Supplementary Table S1A (Truong et al., 2022). From these bioactive PFAS and additional testing of Nafion byproduct 2 (NB2), the present study prioritized 15 PFAS (Table 1) by selecting compounds that elicited high incidence of any morphological effect, approximately 80%, a threshold used in previous studies of other chemical classes (Shankar et al., 2019; Dasgupta et al., 2021; Rericha et al., 2022). These 15 PFAS were used to conduct a follow-up phenotypically anchored transcriptomic investigation. Interrogating chemical-induced transcriptional changes in gene expression can provide insight into the mechanisms by which PFAS induce toxicity, an understanding of which is essential for informed PFAS hazard assessment. The zebrafish genome is fully sequenced, well annotated, and reveals significant genetic homology with humans (Howe et al., 2013), making zebrafish an effective model for transcriptomic studies with implications for environmental and human health.

**TABLE 1:** PFAS evaluated in present study during initial transcriptomic investigation. PFAS numbering was established after completion of experiments to correspond to increasing number of differentially expressed genes up to PFAS 13. BMD_80_ was determined during developmental toxicity testing (A. in Figure 1) by Truong et al. (2022) for 14 PFAS, and exposure concentration for the initial transcriptomic investigation in this study (Methods Section 2.4) was determined through a series experiments to confirm the target effective concentration.

PFAS number	PFAS name	Common abbreviation	Stock concentration in DMSO (mM)	CAS	BMD_80_ (µM)	Exposure concentration (µM) (methods 2.4)	Chemical structure
1	9-Chloro-perfluorononanoic acid	—	30	865-79-2	81.4	100	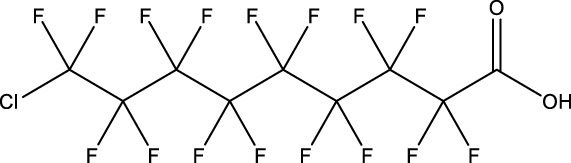
2	7H-Perfluoro-4-methyl-3,6-dioxaoctanesulfonic acid	Nafion Byproduct 2	22	7,49,836-20-2	28.2^a^	30.0	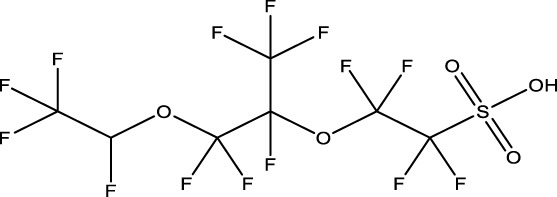
3	Potassium Perfluorooctane sulfonate	PFOS	30	2,795-39-3	13.8	13.8	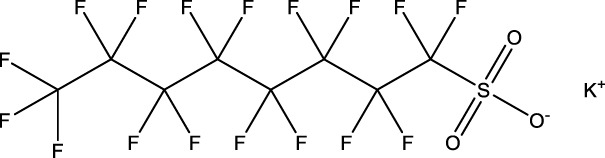
4	Perfluoro-3,6,9-trioxatridecanoic acid	—	30	3,30,562-41-9	92.2	50.0	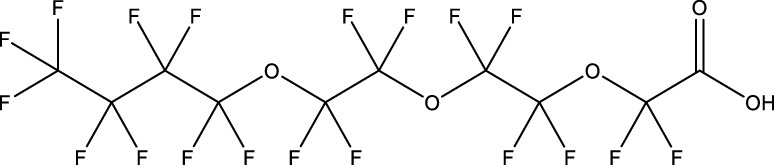
5	Perfluoroheptane sulfonic acid	PFHpS	20	375-92-8	98.7	100	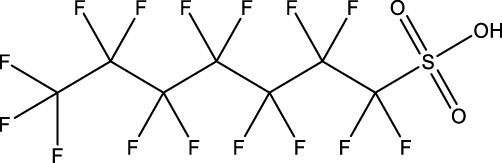
6	N-Ethyl perfluorooctane sulfonamide	EtFOSA	30	4,151-50-2	>100	100	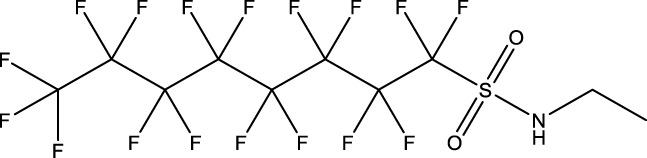
7	1-(Perfluorofluorooctyl) propane-2,3-diol	—	5	94,159-84-9	39.7	39.7	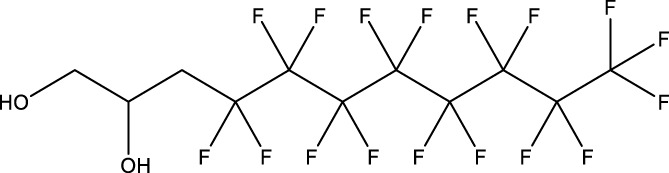
8	1H,1H,11H,11H-Perfluorotetraethylene glycol	—	30	3,30,562-44-2	28.6	53.0	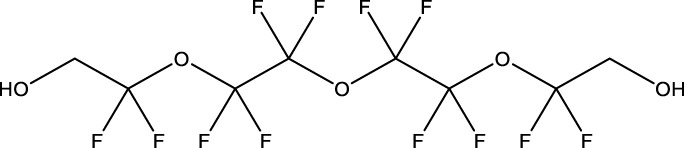
9	2,2,3,3-Tetrafluoropropyl acrylate	—	30	7,383-71-3	56.0	62.0	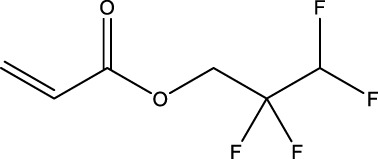
10	Perfluorooctane sulfonamide	FOSA	30	754-91-6	3.6	8.0	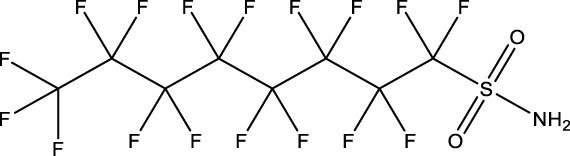
11	Perfluorohexane sulfonamide	FHxSA	30	41,997-13-1	12.5	28.0	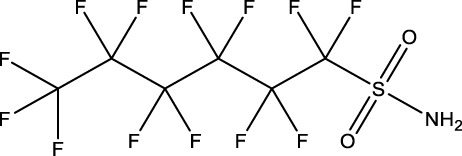
12	3H-Perfluoro-2,2,4,4-tetrahydroxypentane	—	30	77,953-71-0	41.8	100	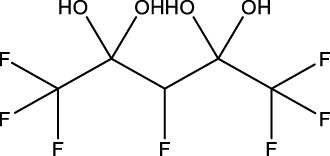
13	1H,1H,10H,10H-Perfluorodecane-1,10-diol	—	30	754–96-1	14.0	25.0	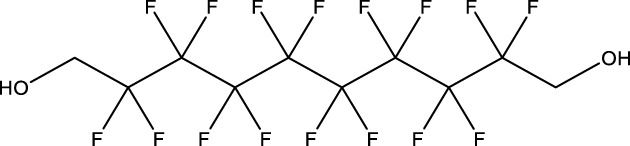
14	1H,1H,5H,5H-Perfluoro-1,5-pentanediol diacrylate	—	30	678-95-5	12.5	20.0	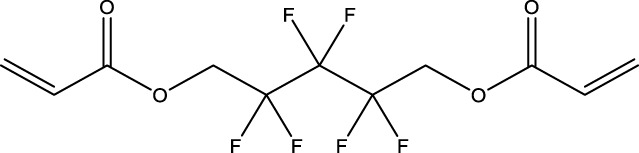
15	1H,1H,6H,6H-Perfluorohexane-1,6-diol diacrylate	—	30	2,264-01-9	15.3	20.0	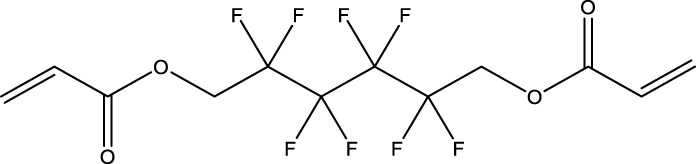

^a^ PFAS evaluated as methanol stock during initial developmental toxicity testing.

To our knowledge, RNA-sequencing has been performed in developing zebrafish for only a few PFAS, including PFOS (Martinez et al., 2019; Christou et al., 2020; Huang et al., 2021; Lee et al., 2021; Liu et al., 2022), PFOA (Liu et al., 2022; Yu et al., 2022), perfluorobutane sulfonic acid (PFBS) (Sant et al., 2019), perfluorooctane sulfonamide (FOSA) (Dasgupta et al., 2020; Chen et al., 2022; Liu et al., 2022), perfluorobutane sulfonamide (FBSA) (Rericha et al., 2022), and GenX, hexafluoropropylene oxide dimer acids (HFPO-DA), and hexafluoropropylene oxide trimer acids (HFPO-TA) (Gong et al., 2023; Sun et al., 2023), as well as NB2 (Gui et al., 2023a). Despite varied exposure paradigms and collection timepoints ranging from 14 to 120 h post fertilization (hpf), nearly all studies highlighted perturbed biological pathways related to lipid metabolism and homeostasis processes. Some authors also reported affected pathways involved in cardiotoxicity, i.e., muscle contraction and heart dysfunction (Christou et al., 2020; Chen et al., 2022; Liu et al., 2022; Yu et al., 2022), and in ion homeostasis (Rericha et al., 2022; Yu et al., 2022), immune functions (Martinez et al., 2019; Liu et al., 2022; Rericha et al., 2022), and more. While the number of ‘omics studies addressing PFAS toxicity is increasing, definitive modes of action of PFAS toxicity have not yet been established (Fenton et al., 2021). This may in part be due to the challenge of translating data between different model organisms, exposure paradigms, and life stages. Therefore, transcriptomic analysis of numerous PFAS in a single, highly standardized system will enable direct comparison between compounds and greater insight into modes of action.

The present study characterized transcriptomic responses to 15 structurally diverse bioactive PFAS in developing zebrafish under standardized conditions previously employed to evaluate other chemical classes (Shankar et al., 2019; Dasgupta et al., 2021). Our aim was to phenotypically anchor transcriptional changes to whole-animal phenotypes. If possible, exposures were conducted at concentrations that induced approximately 80% incidence (EC_80_) of any morphological effects by 120 hpf, but zebrafish were sampled at 48 hpf prior to the onset of morphologies for transcriptome analyses. As a follow-up to these initial experiments, the bioconcentration of 5 of the 15 PFAS was measured across multiple timepoints from 24 to 120 hpf, and temporal transcriptomics for NB2 were also measured across timepoints from 48 to 96 hpf (rather than just the single timepoint measured for the other 14 PFAS above; Figure 1). In doing so, this study identified unique and commonly affected early gene expression profiles resulting from PFAS exposures that could drive adverse effects, began to elucidate mechanisms of toxicity through perturbed biological processes, and investigated the relationship between early transcriptomic changes and bioconcentration across developmental stages for a few compounds.

**FIGURE 1:**
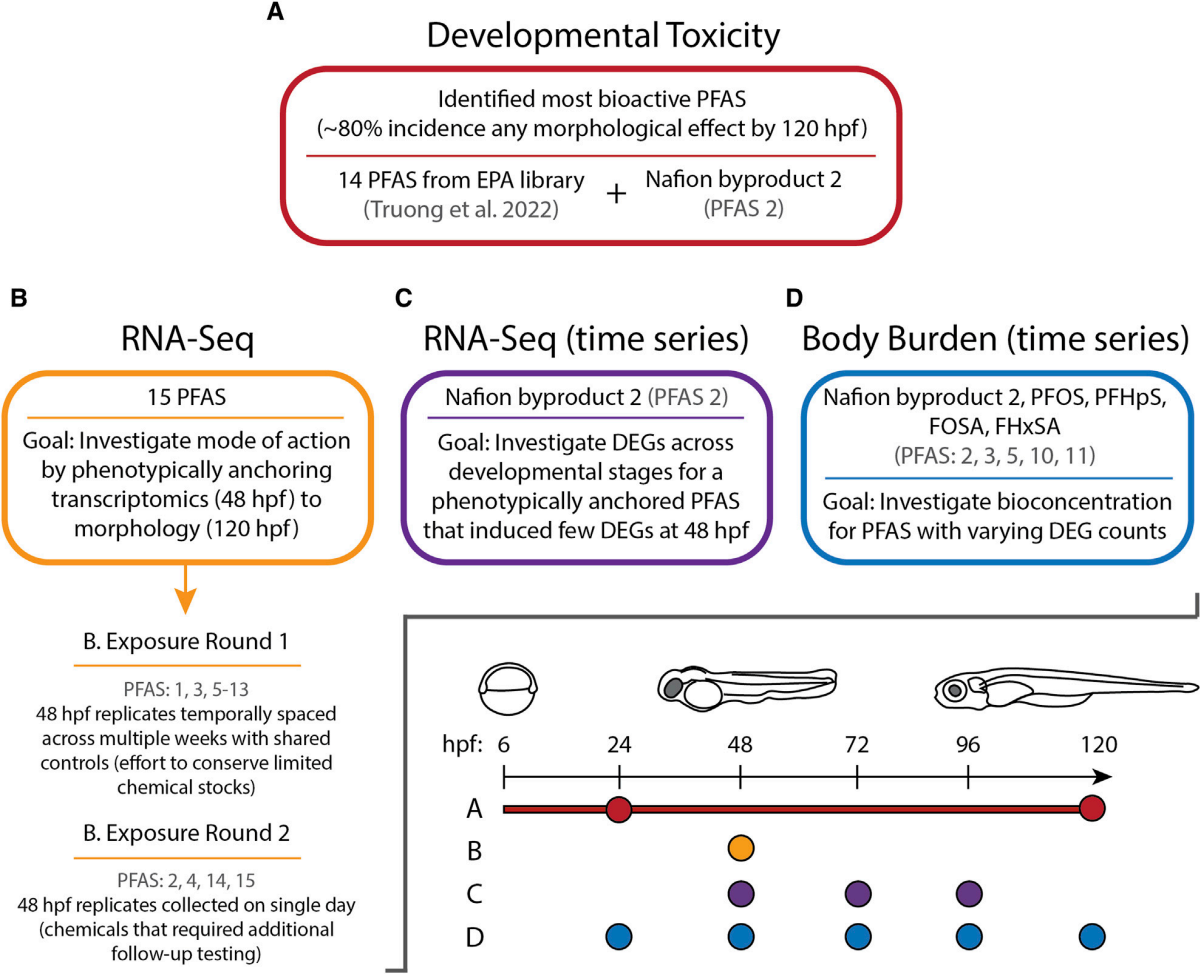
Experimental overview illustrating the sections of this study **(A–D)**, which PFAS were assessed during each section, and at which timepoints measurements were taken in hours post fertilization (hpf).

## 2 Materials and methods

### 2.1 Zebrafish husbandry

All protocols were approved by Oregon State University’s Institutional Animal Care and Use Committee. Tropical 5D wild-type zebrafish (*Danio rerio*) were bred and maintained at the Sinnhuber Aquatic Research Laboratory (SARL) at Oregon State University at 28°C, 1,000 fish per 100-gallon tank densities, on a 14:10 h light/dark cycle. The recirculating water system supplemented with Instant Ocean salts, health monitoring, and feeding of age-appropriate GEMMA Micro food (Skretting, Stabanger, Norway) 2–3 times per day were maintained according to protocols by Barton et al. (Barton et al., 2016). Embryo collection between 8–9 a.m., after lights turned on, was facilitated by placing a custom spawning funnel into tanks the night prior to collection. Embryos were then sorted to keep only those that were successfully fertilized, high quality, and similarly staged (Kimmel et al., 1995). Embryos were kept at 28°C in embryo medium (EM) consisting of 15 mM NaCl, 0.5 mM KCl, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, and 0.7 mM NaHCO_3_ (Westerfield, 2000) until further processing.

### 2.2 Chemicals and experiment overview

One hundred thirty-nine PFAS were previously procured from the US EPA Center for Computational Toxicology and Exposure as 5–30 mM stocks in dimethyl sulfoxide (DMSO) and evaluated for developmental toxicity in zebrafish (Truong et al., 2022). Briefly, Truong et al. exposed embryos to 0.015–100 µM PFAS, all exposure solutions normalized to 0.33% DMSO, in 96-well plates from 6 to 120 hpf, evaluating behavior and 13 morphology endpoints at 24 and 120 hpf. From this library, 13 of the most bioactive PFAS were identified for investigation in the present study, i.e., those that elicited a modeled benchmark dose corresponding to 80% incidence of any morphological effect by 120 hpf relative to background (BMD_80_) (all except PFAS 2 and 6 in Table 1, numerically labeled after the completion of the study for ease of discussion and to correspond to increasing number of differentially expressed genes observed in the present study, up to PFAS 13). Truong et al. calculated BMD_80_ using parametric curve fitting following the EPA BMDS v3.2 manual (US Environmental Protection Agency EPA, 2020). Specifically, the unrestricted 3-parameter log-logistic model for dichotomous data with “extra risk” was used (Truong et al., 2022). Stocks from the US EPA remaining from the previous study by Truong et al. were used in exposures for transcriptomics in the present study. To ensure that all solvent concentrations were identical across exposures, specifically given lower stock concentrations for some selected compounds, all exposure solutions were normalized to 1% DMSO in all subsequent testing for transcriptomics.

In addition to these 13 PFAS selected based on BMD_80_, two additional PFAS were selected for further investigation. N-ethyl perfluorooctane sulfonamide (PFAS 6) was selected from the 139 PFAS library despite a BMD_80_ greater than the highest previously tested concentration of 100 µM (Truong et al., 2022), because it exhibited high bioactivity and is structurally similar to perfluorooctane sulfonamide (FOSA; PFAS 10). NB2 (PFAS 2) was not part of the previously tested library but was selected for developmental toxicity testing and transcriptomics due to its recent detection in human serum (Kotlarz et al., 2020) and its polyfluoroether sulfonic acid structure, which added to the structural diversity of the present set of chemicals. NB2 was purchased from Synquest Laboratories (Lot: 512400, 95% purity; Alachua, FL, United States). A 22 mM stock in 100% LC/MS grade methanol was made and stored in a 15 mL polypropylene bottle. Use of methanol as the carrier solvent enabled efficient and direct analytical validation of stock concentration prior to developmental toxicity assessments across 1–100 µM concentrations, approximating the concentration range tested by Truong et al., 2022. A separate 22 mM NB2 stock in 100% DMSO was made and used in exposures for transcriptomics alongside the other 14 PFAS at a single timepoint, thus maintaining carrier solvent consistency with PFAS from the US EPA library.

Following developmental toxicity testing of NB2 and transcriptomics for the 15 PFAS, several chemicals were selected for follow-up experiments (Figure 1). Further transcriptomic investigation of NB2 across a developmental time series was conducted using a new 22 mM stock in 100% DMSO, but same source and lot listed above. Additionally, the 22 mM NB2 stock in methanol and 22 mM stocks of PFOS (PFAS 3), perfluoroheptane sulfonic acid (PFHpS; PFAS 5), FOSA (PFAS 10), and perfluorohexanesulfonamide (FHxSA; PFAS 11) in methanol were used to investigate body burden across a developmental time series. Chemical selection was based on transcriptomic findings from the present study (i.e., compounds that differed in the number of differentially expressed genes), structural homology, chemical availability, and analytical standard availability to enable quantitative internal concentration measurement.

### 2.3 Developmental toxicity assessment of Nafion byproduct 2 (NB2)

#### 2.3.1 Chemical exposures

As NB2 was a chemical of interest but not evaluated as part of the 139 PFAS from our previous study (Truong et al., 2022), a separate developmental toxicity assessment following the same protocols was conducted for NB2. At 4 hpf, embryos were enzymatically dechorionated using pronase in a custom automated system (Mandrell et al., 2012). Dechorionated embryos were placed into round-bottom 96-well plates (Falcon^®^, Product no. 353227) containing 100 μL EM by an automated placement system (Mandrell et al., 2012). Static chemical exposures were conducted following protocol established by Rericha et al., 2021, using the NB2 stock in 100% methanol to enable direct analytical measurement of the stock before use. At 6 hpf, 50 μL EM was removed from each well, followed by the addition of 50 µL working solution diluted to achieve final nominal exposure concentrations of 0, 1.0, 2.5, 6.5, 16, 35, 75, and 100 μM, 1 row per concentration across three plates (n = 36). All wells were normalized to 0.5% methanol (Rericha et al., 2021). 96-well plates were sealed (VWR, Cat no. 89134-428), placed on an orbital shaker at 235 rpm overnight, and maintained in the dark at 28°C until assessment.

#### 2.3.2 Developmental toxicity assessments

Embryos exposed to NB2 were challenged in assays previously used to test the suite of 139 PFAS (Truong et al., 2022). At 24 hpf, still maintaining darkness, embryos were challenged with an embryonic photomotor response (EPR) assay in 96-well plate format (Reif et al., 2016). The EPR assay evaluated non-visual photomotor response (i.e., tail contractions) following perception of light stimulus (1 s white light pulses) by photoreceptors within the hindbrain. Embryos were then evaluated for mortality, developmental delays (i.e., animals did not develop structures present in control animals at 24 hpf, or already possessed observable abnormal physiology), and spontaneous movement (Supplementary Tables S1A, B). Incidences of all mortality and morphology were recorded as a binary response, and assessments were blinded. After the EPR assay, 96-well plates were returned to darkness and 28°C conditions.

At 120 hpf, a larval photomotor response (LPR) assay consisting of alternating 3 min light and dark periods, in total 24 min with the first 18 min considered as acclimation, was conducted by placing the 96-well plates into ZebraBox chambers (Viewpoint Behavior Technology). ZebraLab analysis software tracked movement, and the distance traveled by each larva was integrated over 6 s time bins. After the LPR assay, mortality and nine morphological endpoints were evaluated (Supplementary Tables S1A, B).

Calculation of a BMD_80_ for NB2 was performed using the same procedure as Truong et al. to enable comparison to the other previously tested chemicals and also concentration selection for transcriptomics (Truong et al., 2022). Differences in total movement of exposed and control embryos in the EPR assay were determined using a Kolmogorov-Smirnov (K-S) test with Bonferroni correction (*p* < 0.05). Prior to statistical analysis of LPR behavior data, dead and malformed fish were removed from the datasets and 70% of the original sample size was required to proceed with analysis. For LPR, statistical differences in total distance moved were identified using area under the curve ratios and a K-S test (Zhang et al., 2017).

### 2.4 Transcriptomic investigation of 15 PFAS

#### 2.4.1 Chemical exposures

For the initial transcriptomics portion of this study, embryos underwent the same dechorionation and 96-well plate placement as described in Section 2.3 and were exposed to the selected 15 PFAS (Table 1). As the chemical stock solutions were in 100% DMSO, it was possible to use an HP D300 digital dispenser to perform the chemical exposures by dispensing stocks into individual wells containing 100 μL at 6 hpf (Truong et al., 2022). All wells were normalized to 1% DMSO. Informed by the modeled BMD_80_ values (Table 1), a series of exposures was conducted to confirm the nominal effective concentration for each chemical to elicit 80% incidence of any cumulative morphological effects (EC_80_) by 120 hpf. Confirmation testing to obtain EC values included fewer concentrations, not full concentration-response modeling, to conserve limited chemical stocks. This effective concentration threshold (80%) was chosen to ensure sufficient biological effect in the pool of larvae for phenotypical anchoring of transcriptomics and has been used in previous studies (Shankar et al., 2019; Dasgupta et al., 2021; Rericha et al., 2022). Embryos were statically exposed to the confirmed EC_80_ of each PFAS, or 100 µM if the EC_80_ were to exceed this threshold, from 6 to 48 hpf (Table 1). The 48 hpf timepoint was selected to align with previous studies of other chemicals and to precede the onset of morphological effects (Shankar et al., 2019; Dasgupta et al., 2021; Rericha et al., 2022). Given the scale of this experiment and the number of compounds being tested, only a single sampling timepoint and exposure concentration for each chemical were possible. Following chemical dispensing, plates were sealed, placed on an orbital shaker overnight at 235 rpm, and maintained in darkness at 28°C.

#### 2.4.2 Sample collection and phenotypic anchoring

Sample collection for transcriptomics was divided into two rounds. One was temporally dispersed where 48 hpf samples were collected on different days (i.e., exposures for replicate samples of all chemicals were performed on different days). The other occurred in a single day due to difficulties achieving consistent EC_80_ confirmation when attempted during the first round (Figure 1). During both rounds, 10 zebrafish embryos were pooled per replicate at 48 hpf. Pooled embryos were placed into 1.5 mL safe-lock tubes (Eppendorf, Cat no. 022363212) and euthanized on ice. Excess water was immediately removed from the tubes, 200 µL RNAzol^®^ RT (Molecular Research Center) and 100 µL 0.5 mm zirconium oxide beads (Next Advance) were added, and samples were homogenized in a Bullet Blender^®^ (Next Advance) at speed 8 for 3 min. After homogenization, another 300 µL RNAzol^®^ was added, and samples were stored at −80°C. The 48 hpf timepoint preceded morphological effects that were expected to emerge later in development. Sampling at 48 hpf provides insight into transcriptional changes that are likely nearer to molecular initiating events leading to toxicity. Additionally, as a standard practice in our laboratory, it enables transcriptomic analysis of various chemical classes at a consistent timepoint and in a standardized system (Shankar et al., 2019; Dasgupta et al., 2021; Rericha et al., 2022). To ensure phenotypic anchoring, 96-well plates with remaining embryos after sampling (i.e., hold back plates) were returned to darkness and 28°C conditions until 120 hpf when morphological effects were evaluated. Exposure Round 1 hold back plate typical sample sizes each day for controls ranged from 14 to 30 and exposed fish from 22 to 44, while Exposure Round 2 hold back plates had 40 control fish and 40–42 exposed fish.

Exposure Round 1 comprised six collection days over the span of 5 weeks, for PFAS 1, 3, and 5–13. Temporally spacing replicates allowed for conservation of limited stock solutions (i.e., multiple small exposure setups for individual replicates allowed for troubleshooting and refining of concentrations instead using large quantities of chemicals for an “all or nothing” approach), as well as the assessment of variability by day. Four replicates for all PFAS were selected for RNA-seq based on 1) achievement of target % incidence effects (typically 60%–100% incidence any morphological effect was acceptable) by 120 hpf, 2) RNA quality checks after RNA isolation, and 3) no more than two replicates for a given PFAS from the same day. A single control replicate was collected for each collection day, and control groups spread across all 96-well plates were required to exhibit less than 20% incidence any morphological effects. Exposure Round 2 consisted of a single collection day for PFAS 2, 4, 14, and 15, for which four replicates were selected for each chemical exposure group and for controls. Confirmation of EC_80_ values for these PFAS required more testing than others, necessitating separate exposures and collections from those in Round 1. In total, 70 samples, including 10 control replicates, were prepared for RNA-seq.

#### 2.4.3 RNA isolation and sequencing

Total RNA isolation was conducted using the Direct-zol RNA MiniPrep kit (Zymo, Cat no. R2052), and optional DNase I digestion step was performed. RNA concentration was measured using a SynergyMix microplate reader and Gen5 Take3 module (BioTek Instruments). Quality of the RNA was checked with an Agilent Bioanalyzer 2,100 at Oregon State University’s Center for Quantitative Life Sciences (CQLS), with all RIN ≥ 8.3. Samples underwent Lexogen QuantSeq 3′ mRNA-seq FWD library preparation and mRNA sequencing at the CQLS. All 70 samples were split between two P3 flow cells (each 1.2 billion reads per run) so that all individual samples were on both flow cells, and samples were sequenced using an Illumina NextSeq 2000 (100 bp single end). Sequenced read counts for individual samples in one flow cell ranged from approximately 5.5–13 million.

#### 2.4.4 RNA-seq data analysis

The quality of sequencing output was checked by inputing fastq files into FastQC (Andrews, 2015), and all samples were good quality with mean quality scores greater than 30. Two fastq files for each of the 70 samples (i.e., one fastq from each of the two flow cells between which each individual sample was split), 140 files in total, were processed separately during alignment. To achieve transcript counts, fastq files were aligned to the GRCz11 zebrafish genome using the STAR alignment tool (parameters: –outFilterType BySJout –outFilterMultimapNmax 20 –alignSJoverhangMin 8 –alignSJDBoverhangMin 1 –outFilterMismatchNmax 999 –outFilterMismatchNoverLmax 0.6 –alignIntronMin 20 ––alignIntronMax 1,000,000 ––alignMatesGapMax 1,000,000 ––outSAMattributes NH HI NM MD ––outSAMtype BAM SortedByCoordinate) (Dobin et al., 2013). During alignment of all fastq files, the percentage of uniquely mapped reads was >80%, except for two with approximately 75%. Gene-level counts were determined using HTSeq (parameters: m intersection-nonempty -s yes -f bam -r pos) (Anders et al., 2015). Subsequent curation and analysis was performed using R Statistical Software (v4.1.3) (Team, 2021). To remove genes with low counts, gene count files comprised of a total of 32,521 genes underwent filtering. Genes with zero counts for all samples were removed from the dataset (9.9%). Of the remaining genes, those that were in the lowest 35th percentile of counts for all files were removed (4.8%). Multidimensional scaling analysis in R (metaMDS function, vegan package) identified one outlier, a replicate for PFAS 5, which was removed prior to further analysis (Jari Okasen et al., 2022). Thus, all PFAS exposure groups were represented by four replicates, except for PFAS 5 with three replicates. Separate gene counts for each sample from the two flow cell runs were collapsed using the collapseReplicates function in DESeq2, and then normalization and differential expression analysis were performed using DESeq2 (Love et al., 2014). PFAS were compared to their respective controls based on Exposure Round (Figure 1). Genes were considered differentially expressed if they had an adjusted *p*-value < 0.05, with no fold change threshold to facilitate a more liberal, exploratory approach. Analysis of differentially expressed genes (DEG) and visualizations were conducted using a range of tools. PCA analysis was performed using the plotPCA function within DESeq2 with variance stabilized dataset as input. Overlap between DEG lists was investigated using InteractiVenn (Heberle et al., 2015), also used to generate venn diagram figures. Heatmaps were generated in R (heatmap.2, aheatmap, and ggplot function; ggplots and ggplot2 packages) with Euclidean distance function and ward.D2 clustering parameters (Warnes et al., 2016; Wickham, 2016). Functional enrichment analysis was conducted using g:Profiler under default settings, with data sources including gene ontology (GO), biological pathways (e.g., KEGG and Reactome), regulatory motifs in DNA, protein databases, and human phenotype ontology (Raudvere et al., 2019).

#### 2.4.5 Transcriptomic investigation of Nafion byproduct 2 (NB2) across developmental stages

To further explore findings from the initial transcriptomic portion of the present study, namely, no DEGs (48 hpf) despite morphological effects (120 hpf) after NB2 exposure, a follow-up transcriptomic experiment was conducted for NB2 with daily sampling across multiple timepoints, still at the single EC_80_ concentration. A separate series of exposures was conducted to obtain a new EC_80_ of 73 µM by 120 hpf for a newly purchased stock of NB2 (source and lot number unchanged from previous developmental toxicity and transcriptomic exposures). All exposure, sample collection, RNA isolation, and sequencing parameters were consistent with previously described Sections 2.4.1–2.4.4 except, sample collections were performed at 48, 72, and 96 hpf after embryos were exposed to NB2. Sampling over several days enabled probing of the onset of transcriptional changes across development. Alignment of data using STAR, HTSeq, and normalization and differential expression analysis using DESeq2 were also the same as in Section 2.4.4.

### 2.5 Body burden measurement of 5 select PFAS

#### 2.5.1 Chemical exposures

Investigation into the relationship between number of DEGs identified in the initial transcriptomics portion of this study and internal chemical concentration was performed in a follow-up experiment focused on the body burden of 5 PFAS still at their respective EC_80_ but across developmental stages. Embryos were exposed beginning at 6 hpf to 24 µM NB2 (PFAS 2), 16 µM PFOS (PFAS 3), 25 µM PFHpS (PFAS 5), 2.54 µM FOSA (PFAS 10), 6 µM FHxSA (PFAS 11), or 0.5% methanol as a control group, using the same paradigm as for the NB2 developmental toxicity section of this study (2.3.1). Chemicals were selected to represent diversity in number of DEGs and structural homology for comparison purposes, as well as chemical and analytical standard availability. Chemical concentrations were selected to achieve target percent incidence of approximately 80% effect to facilitate comparison to transcriptomics experiments (slightly different from previous confirmed EC_80_ values likely due to different stock solutions). As done for the transcriptomics sections of this study, hold back plates consisting of all chemical exposures (typically *n* = 16) were maintained until 120 hpf to ensure target percent effect was achieved. Exposures for all chemicals for body burden measurements were performed primarily across the span of 2 days, with an additional day performed for FOSA and FHxSA (Supplementary Data S1); all exposure paradigms were identical with controls on all plates and holdback plates maintained for each subset to ensure integrity and comparability of exposures.

#### 2.5.2 Sampling

Sampling for body burden measurements was conducted at 24, 48, 72, 96, and 120 hpf. Selected sampling timepoints facilitated comparison between chemicals at the 48 hpf timepoint, previously used for transcriptomics, and across developmental stages for a given chemical. Prior to sampling, external chemicals were washed from the fish within the 96-well plates by removing 50 µL exposure solution and conducting a series of additions and removals of 200 µL clean EM until sufficiently diluted (Rericha et al., 2022). At each timepoint, three replicates of 18–20 fish from each chemical group, and controls, were collected in safe-lock tubes. In addition to pooling fish within a chemical group, additional pooling between chemical groups was done to optimize analytical resources-individual replicates from PFOS, PFHpS, and NB2 exposures were pooled into 3 Group A replicates, and those from FOSA and FHxSA exposures were pooled into 3 Group B replicates. Separate groups were necessary as zebrafish have the capacity to metabolize sulfonamides into sulfonates (i.e., FOSA into PFOS) (Han et al., 2021). Once collected, fish were euthanized on ice, excess water was removed from tubes, and samples were homogenized with 200 µL PFAS-free water and 0.5 mm stainless steel beads in a Bullet Blender (Next Advance) at speed 8 for 6 min. Homogenates were stored at −20°C until processing for analytical measurement.

#### 2.5.3 Analytical measurements

Samples were prepared using a previously published method (Rericha et al., 2022) with minor modifications, all described in section S1. Briefly, during sample extraction, embryonic zebrafish homogenate was transferred into 15 mL PPE centrifuge tubes, spiked with 30 µL of surrogate standard and incubated for 10 min (Supplementary Table S2), acetonitrile was added, and samples underwent vortexing, sonication, and centrifugation. The liquids were decanted into new 15 mL centrifuge tubes, and the original tubes were rinsed with methanol. Ethylene glycol was added, and samples were evaporated then reconstituted in methanol. Sample cleanup was achieved using 250 mg Envi-carb tubes. Samples were decanted, evaporated, and reconstituted in 150 µL of methanol. Fifty µL aliquots were diluted with 40 µL of methanol, 50 µL of 2.3 mM NaCl, and 10 µL of internal standard.

Analytical-grade native (NBP2, PFOS, PFHPS, FOSA, and FHxSA) and mass-labelled standards (MPFHxS, MPFOS, M3PFBS, and M8FOSA) were purchased from Wellington Laboratories (Guelph, ON, Canada) (Supplementary Table S2). Quality assurance of the analytical process followed protocols described in section S1. All target PFAS were below the limit of detection (LOD) (Vial and Jardy, 1999) in all solvent blanks (Supplementary Table S3). Chemical analysis was performed using high-performance liquid chromatography (Agilent 1260 HPLC) with a SCIEX 5500 qTOF interface and an electrospray ionization source that was operated in a negative-ion mode as previously described (Schwichtenberg et al., 2020). Analytical measurement was achieved by LC-QToF as modified after Nilsen et al. (2024) (Nilsen et al., 2024). Briefly, analytical measurements were performed by LC-QTof using a Zorbax Eclipse C18 delay column (4.6 × 50 mm × 50 µm), an injection volume of 100 μL, and separation with an Eclipse C18 analytical column (4.6 × 75 mm × 3.5 µm), with more details in Supplementary Material.

#### 2.5.4 Body burden calculations

PFAS body burden in ng/mg body weight (ng/mg bw) was calculated by dividing the total measured mass for each PFAS in one sample by the number of fish collected in that sample from the exposure group of the chemical of interest, and then dividing by the average wet weight of a zebrafish at the appropriate timepoint. All data necessary for calculations provided in supplemental raw data spreadsheets. For example, considering a 48 hpf sample from Group A, consisting of 20 fish exposed to PFHpS, 20 fish exposed to PFOS, and 20 fish exposed to NB2 pooled together prior to the analytical analysis, where the total PFOS mass measured was 488 ng:

$$PFOS\;Body\;burden=\frac{488\;ng\;\left(total\;measured\;PFOS\;in\;sample\right)}{20\;fish\;\left(sampled\;from\;the\;PFOS\;exposures\right)\times 0.26\;mg\;\left(average\;body\;weight\;at\;48\;hpf\right)}$$

Several assumptions were made for these calculations, within each Group: 1) the total mass measured for a given PFAS in a sample was solely from the internal concentration in fish that were exposed to that PFAS, and 2) total mass measured was not the result of metabolism of other test compounds into target test compounds. Assumption 1 was likely valid based on 0 ng or <LOD PFAS concentrations measured in all control samples and measures taken to avoid PFAS contamination between separate PFAS exposures throughout the experiment. Assumption two was supported by published PFAS metabolism studies in zebrafish and the precaution taken to separate the sulfonamide PFAS from the sulfonate PFAS (Han et al., 2021). Internal concentrations were statistically compared between chemical treatments and timepoints using an ANOVA with Tukey’s post-hoc (adjusted *p*-value < 0.05).

## 3 Results

### 3.1 Nafion byproduct 2 (NB2) developmental toxicity

NB2 exposure (not previously tested by our laboratory with the 139 EPA PFAS library) induced developmental toxicity in the form of morphological and larval behavior effects. Significant incidence of craniofacial, muscular, and brain-region malformations, along with edema and abnormal touch response relative to controls was observed after exposure to 16 µM. After 35 μM, axis malformations were also noted (Supplementary Table S2). Overall, the calculated BMD_80_ for any morphological effect was 28.2 µM (Table 1; Supplementary Figure S1). NB2 did not affect embryonic behavior but did affect larval behavior. During the light period of the LPR assay, hypoactivity (i.e., decreased movement) occurred in response to 1.0 and 2.5 µM, which turned to hyperactivity at 6.5 µM. During the dark period of the assay, 1 and 6.5 µM exposures caused hypoactivity. At 16 µM and above, less than 40% of the exposed fish were phenotypically normal and behavior analysis was thus statistically invalid. The bioactivity of NB2 warranted its inclusion for the present transcriptomic investigation.

### 3.2 EC_80_ confirmation and phenotypic anchoring for 15 PFAS

During confirmation testing, EC_80_s for all but three PFAS (12, 14, and 15) were confirmed and utilized as the exposure concentrations for transcriptomics (Table 1). PFAS 14 and 15, the two diacrylate compounds, induced high incidence of mortality at 24 hpf, as was also observed during initial testing of the EPA PFAS library where the compounds elicited 86% and 64% mortality at 24 hpf, respectively, after 33.3 µM exposures, and both caused 100% 24 hpf mortality after 66.5 µM exposures (Truong et al., 2022). High mortality by 24 hpf drove the response profile and precluded anchoring 48 hpf transcriptomic data to teratogenicity at 120 hpf. Therefore, exposures to PFAS 14 and 15 for transcriptomics were conducted at 20 μM, a sub-teratogenic concentration. Exposure to PFAS 12 at 100 µM resulted in approximately 25%–64% incidence of morphological effects. Despite a lower-than-targeted response, exposures for PFAS 12 were performed at 100 µM and were still considered phenotypically anchored. Using 100 µM as a maximum concentration preserved limited chemical stock volume and avoided testing unreasonably high concentrations. Confirmation testing revealed that some EC_80_s were identical to previously modeled BMD_80_’s, though some were lower (PFAS 4) and some were higher (Table 1).

Despite some shifts between preliminary BMD_80_ and confirmed EC_80_, phenotypic anchoring of transcriptomics was achieved for PFAS 1–13. Following exposures at 6 hpf, PFAS 1–13 induced minimal mortality by 24 hpf but had induced significant teratogenicity by 120 hpf (Figure 2). The most severely affected endpoints included mortality, craniofacial and axis malformations, edemas, brain-region malformations, and abnormal touch response. The average incidence of any cumulative morphological effect at 120 hpf among the replicate days for all PFAS ranged from 77% to 100% after exposures to PFAS 1–13, except for 32% caused by PFAS 12 (Supplementary Table S5). Phenotypic anchoring for all but two of the tested PFAS facilitated investigation of early transcriptional changes, presumably closer to the molecular initiation of toxicity.

**FIGURE 2:**
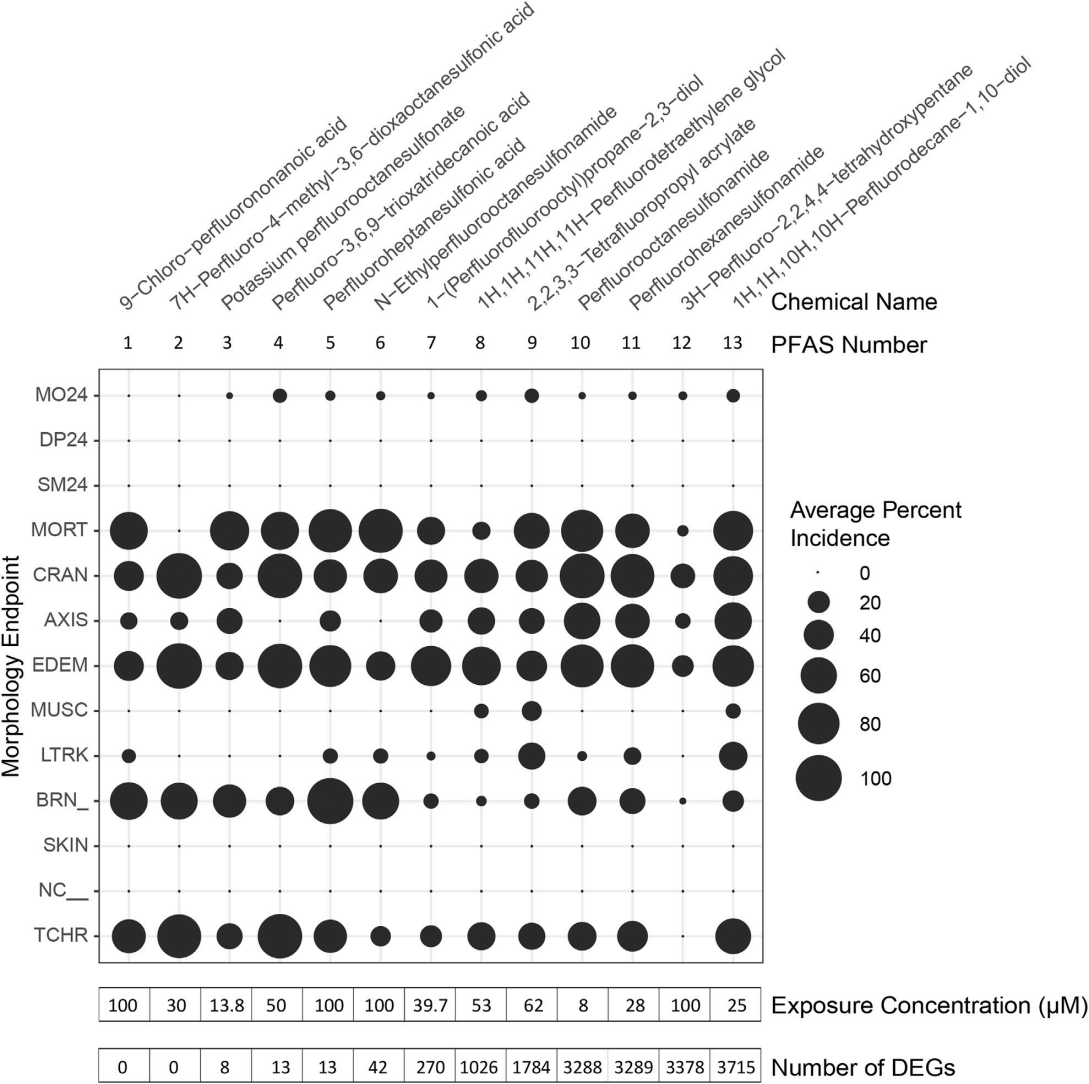
Morphological effects of PFAS exposures and phenotypically anchored transcriptomics. Zebrafish were exposed to PFAS at 6 h post fertilization (hpf), sampling for RNA sequencing performed at 48 hpf, and morphology assessments conducted at 24 and 120 hpf. PFAS for which phenotypic anchoring of transcriptomics was possible are named and numbered along the top of the figure. PFAS are listed in order (left to right) of increasing number of differentially expressed genes (DEGs), defined only by an adjusted *p*-value threshold of <0.05 and noted at the bottom of the figure. Average Percent Incidence of each morphological effect (*y*-axis) are displayed within the bubble plot, with larger bubbles signifying higher percent incidence. See Supplementary Table S1A and Supplementary Table S1B for descriptions of each morphological endpoint.

### 3.3 Differential gene expression for 15 PFAS

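The 48 hpf profiles are 3' mRNA libraries of pools of 10 whole embryos, 1 pool per replicate, exposed from 6 hpf in 1% DMSO. Exposure Round 1 holds 6 vehicle controls, 1 for each of 6 collection days, with 4 replicates of each of PFAS 1, 3 and 5 to 13. Exposure Round 2 holds 4 controls with 4 replicates of each of PFAS 2, 4, 14 and 15 from 1 day. The authors aligned the reads with STAR, counted them per gene on GRCz11 with HTSeq and removed genes with low counts, and the deposited counts were tested as they are after adding up the 2 flow cells of each library. Counts per library ran from 19538289 to 26415468 (median 24458321) in Control Round 1, 18196989 to 23930212 (median 23126220) in PFAS 1, 18264025 to 24862058 (median 22804312) in PFAS 3, 17364408 to 27085927 (median 21119869) in PFAS 5 and 18485332 to 25974438 (median 21597820) in PFAS 6. They ran from 19984674 to 27466501 (median 24477665) in PFAS 7, 15041784 to 27424995 (median 21796286) in PFAS 8, 15286147 to 30363275 (median 23734385) in PFAS 9, 17185783 to 27593526 (median 23535468) in PFAS 10, 15960902 to 26347925 (median 24512265) in PFAS 11, 14354825 to 27857998 (median 21396643) in PFAS 12 and 15315098 to 25090050 (median 23056780) in PFAS 13. In Exposure Round 2 they ran from 14434727 to 29692130 (median 24564263) in Control Round 2, 15084870 to 27552290 (median 24997601) in PFAS 2, 18094304 to 29962127 (median 22149172) in PFAS 4, 14265378 to 25570918 (median 21322795) in PFAS 14 and 16375355 to 26702390 (median 24936820) in PFAS 15. The gene ENSDARG00000080337, which has no symbol, takes 25.0% of all counts, and malat1, a nuclear noncoding RNA, takes 3.21%. Each exposure was set against the controls of its own round with edgeR's quasi-likelihood test in 1 fit over 69 libraries and 21928 genes, with p adjusted by Benjamini-Hochberg over the genes. PFAS 5 replicate 1 stays out of this fit because the paper left it out. Fold changes are log2 values ± SE, CPM values are means ± SD over libraries, and symbols in capitals are names of human counterparts of the zebrafish gene. Gene lists were tested with camera from limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, adjusting over the 43 lists of each comparison.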

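On the first 2 principal components of the 10000 genes with the highest mean log2 CPM, which hold 20.2% and 9.76% of the variance, the libraries of 6 exposures leave their controls and most of the others do not. Every one of the 4 libraries of PFAS 8, 9, 10, 11, 12 and 13 lies further from the mean of the Exposure Round 1 controls than any control does, the furthest control being 9.9 away. The mean distances are 20.5 ± 3.8 for PFAS 8, 25.1 ± 7.6 for PFAS 9, 28 ± 2.1 for PFAS 10, 34.2 ± 3.9 for PFAS 11, 23.6 ± 8.3 for PFAS 12 and 41.1 ± 5.3 for PFAS 13. PFAS 1 and PFAS 3 stay at 3.7 ± 0.6 and 3.2 ± 1, PFAS 6 at 7.9 ± 5.6 and PFAS 7 at 10 ± 5.1, and PFAS 2 at 11.3 ± 4.6 from controls of Exposure Round 2 that reach 15. Of PFAS 2, 6, 7 and 15, 1 library each lies beyond the furthest control of its round, and of PFAS 1, 3, 4, 5 and 14 none does. With the 500 most variable genes in place of these the same 6 exposures lie beyond with all libraries, PFAS 6 and 7 with 3 of 4 each, PFAS 2 with 2 and PFAS 4, 14 and 15 with 1 each. Counting libraries beyond the furthest control is a measure set for this comparison, and no test was applied to it.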

Gene expression profiles induced by 7 of the PFAS exposures were very similar to control profiles, as shown by similar clustering in principal component analysis (PCA), while other PFAS drastically altered gene expression (Supplementary Figure S2). Exposure to the early mortality inducing, and thus the non-phenotypically anchored, PFAS 14 and 15 did not elicit differentially expressed genes. 

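In embryos exposed to PFAS 14 and PFAS 15 the genes that mark chemical stress in other exposures were not called. The heat shock gene hsp70.3 differed by -0.82 ± 0.42 under PFAS 14 and by -0.80 ± 0.42 under PFAS 15, and gstp1.2, which encodes a glutathione transferase, by 0.52 ± 0.18 and 0.21 ± 0.18. For the lens crystallin crygm2d6 the values are -0.37 ± 0.13 and -0.28 ± 0.13, and for LFNG, which encodes the glycosyltransferase that tunes Notch receptors, 0.21 ± 0.08 and 0.14 ± 0.08. Over 4 libraries each against the 4 controls of Exposure Round 2, edgeR called 0 genes for PFAS 14 and 0 for PFAS 15 at an adjusted p under 0.05, with 684 and 674 genes at an unadjusted p under 0.05. DESeq2 called 0 for either. Fitted with only the libraries of the 2 groups compared, edgeR called 2 genes for PFAS 14 and 1 for PFAS 15, and DESeq2 on Exposure Round 2 alone, chosen after seeing the values, called 11 and 0. Between the 2 diacrylates themselves, both dosed at 20 µM, edgeR and DESeq2 called 0 genes, with 582 at an unadjusted p under 0.05 in edgeR, and leaving out PFAS 14 replicate 4 gives 1. With 4 libraries in a group a missed gene is no evidence of an unchanged one: in simulated data for PFAS 2, of the same round, edgeR found 46.3% of genes changed 2-fold.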

Phenotypically anchored PFAS exposures (PFAS 1–13) resulted in a range of 0–3,715 DEGs (adjusted *p*-value < 0.05; Figure 2, where PFAS id number corresponds to the increasing number of DEGs and is the same as Table 1). 

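PFAS 3 raised hspb9, which encodes a small heat shock protein, by 2.07 ± 0.36 (edgeR adjusted p = 0.00202), from 3.29 ± 0.984 to 13.8 ± 4.3 CPM. With it rose PRKG1, which encodes a cGMP-dependent kinase, by 1.09 ± 0.14 (edgeR adjusted p = 2.98e-06). The antiproliferative gene TOB1 rose by 0.54 ± 0.09 (edgeR adjusted p = 0.00183) and the immediate early gene NR4A1 by 0.84 ± 0.18 (edgeR adjusted p = 0.0445), or 0.80 and 0.1002 with the collection day as a block. FOS, another immediate early gene, rose by 1.80 ± 0.39 (edgeR adjusted p = 0.0443), a call that ends without any one of PFAS 3 replicates 1, 2 and 4 or of Round 1 control replicates 1, 3, 4 and 5. The adjusted p of FOS is 0.156 in DESeq2 and 0.255 in edgeR with the collection day as a block. The cysteine-rich membrane gene ponzr3 rose by 1.53 ± 0.30, which leaves the called genes without PFAS 3 replicate 4. In PFAS 4 the 1 gene called was the carbonic anhydrase gene ca15a, which fell by 1.16 ± 0.20 on the log2 scale (edgeR adjusted p = 0.0059), at 3.61 ± 0.701 against 8.06 ± 0.821 CPM. For PFAS 1 the same heat shock gene, hspb9, stood at 1.27 ± 0.37 with an edgeR adjusted p of 0.91. Over 4 libraries each, edgeR at an adjusted p under 0.05 called 0 genes for PFAS 1 and 0 for PFAS 2, with 911 and 905 at an unadjusted p under 0.05, where DESeq2 also called 0. It called 9 genes for PFAS 3, all higher, and 1 for PFAS 4, lower; DESeq2 called 8 and 3. DESeq2 on Exposure Round 2 alone, chosen after seeing the values, called 2 for PFAS 2 and 6 for PFAS 4. Without PFAS 3 replicate 4 the first count is 4; the second is 0 without PFAS 4 replicate 1 or 3 or Round 2 control replicate 1, and 2 without PFAS 4 replicate 4 or Round 2 control replicate 2. The genes of the cholesterol synthesis list leaned upward in PFAS 4, with 0 of 26 called over all genes and 6 higher and 1 lower when adjusted over the list alone (camera from limma, adjusted p = 6.52e-09 preset and 0.0119 estimated).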

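In PFAS 5, fitted over the 3 libraries the paper used against 6 controls, the sarcomere gene tcap rose by 2.77 ± 0.55 (edgeR adjusted p = 0.00947) and ANKRD9, an adaptor of ubiquitin ligases, by 1.78 ± 0.34 (edgeR adjusted p = 0.00655). The transcription factor KLF3 rose by 0.82 ± 0.14 (edgeR adjusted p = 0.00196) and tob1b, which restrains proliferation, by 0.78 ± 0.14 (edgeR adjusted p = 0.00196). The 1 gene that fell was trim63a, which encodes a muscle ubiquitin ligase, by 0.72 ± 0.16 on the log2 scale (edgeR adjusted p = 0.0484, and 0.0528 with no filter beyond the authors' own). In all, edgeR called 12 genes, 11 higher and 1 lower, and DESeq2 called 13. Without PFAS 5 replicate 2 none of the 12 is left, without replicate 3 there are 2, and without Round 1 control replicate 5 there are 6. With all 4 libraries of PFAS 5 edgeR called 6 genes. The added library is replicate 1, which the paper left out as an outlier in multidimensional scaling; in it ENSDARG00000080337 holds 15.6% of the counts and 21163 genes have counts, against 25.12 to 27.35% and 21560 to 22701 genes in the others, so the number of genes does not set it far apart.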

To investigate whether lack of or fewer DEGs following exposures to PFAS 1–6 could be attributed to differences in morphological responses compared to PFAS 7–13, percent incidence of individual morphological endpoints was plotted in Figure 2. Some higher incidences of brain region malformations (“BRN_” in Figure 2) were observed for PFAS 1–6. However, no obvious trends between morphology endpoints and number of DEGs was observed.

PFAS 8–13 induced more than 1,000 DEGs each (Figure 2). 

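PFAS 8 raised PCK1, the gene of the first committed enzyme of gluconeogenesis, by 1.73 ± 0.27 (edgeR adjusted p = 1.15e-05) and the cholesterol exporter ABCA1 by 1.20 ± 0.09 (edgeR adjusted p = 7.77e-16), at 75.7 ± 9.86 against 32.8 ± 2.18 CPM. Among its largest falls were those of GNB3, which encodes a transducin subunit of cones, at -2.61 ± 0.24 (edgeR adjusted p = 4.27e-13), and of enam, which encodes a matrix protein of enamel, at -2.46 ± 0.43 (edgeR adjusted p = 7.6e-05). PFAS 9 raised ctss2.1, a cathepsin S gene, by 2.18 ± 0.33 (edgeR adjusted p = 1.73e-06) and lowered the cartilage gene MATN1 to -3.76 ± 0.50 (edgeR adjusted p = 6.26e-08). PFAS 10 raised hsp70.3 by 5.69 ± 0.37 (edgeR adjusted p = 3.26e-20) and HSP90AA1 by 3.98 ± 0.26 (edgeR adjusted p = 4.29e-20), both heat shock chaperones, and lowered the retinal adhesion gene rs1a to -2.40 ± 0.31 (edgeR adjusted p = 1.01e-08). In PFAS 11 the monocarboxylate transporter SLC16A9 (ENSDARG00000013926) rose by 3.00 ± 0.26 (edgeR adjusted p = 6.6e-15) and the muscle gene igfn1.3 stood at -4.28 ± 0.23 (edgeR adjusted p = 5.26e-25). PFAS 12 lowered igfn1.3 as well, to -3.68 ± 0.22 (edgeR adjusted p = 1.09e-22), and the complement regulator SUSD4 to -2.89 ± 0.38 (edgeR adjusted p = 1.14e-08). Each of these groups has 4 libraries, and edgeR at an adjusted p under 0.05 called 841 genes for PFAS 8, 1512 for PFAS 9, 3088 for PFAS 10, 3091 for PFAS 11 and 3123 for PFAS 12. DESeq2 called 1038, 1795, 3303, 3285 and 3409. Without PFAS 8 replicate 1 the first count is 549, and without PFAS 9 replicate 2 the second is 883. The paper aimed its doses at a like incidence of morphological effects, so they are unequal, 8 µM for PFAS 10 and 100 µM for PFAS 12 being the ends of the range. For PFAS 12 the aimed incidence was not reached, and the paper used 100 µM as its highest concentration. These counts therefore rank the chemicals neither at equal dose nor, for PFAS 12, at a like incidence.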

Exposure to PFAS 13 (1H,1H,10H,10H-Perfluorodecane-1,10-diol) caused the most transcriptional changes with 3,715 DEGs, 1,696 of which increased in expression relative to controls and 2,019 decreased (Supplementary Table S6). 

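The cone gene GNB3 nearly vanished in PFAS 13, at 0.832 ± 0.45 against 28.3 ± 3.31 CPM, a log2 fold change of -5.06 ± 0.30 (edgeR adjusted p = 1.34e-23). The gene of a protein of the connecting cilium, rpgrip1, stood at -4.69 ± 0.49 (edgeR adjusted p = 4.65e-12). MATN1, a matrix gene of cartilage, fell to 0.0417 CPM from 5.74, a level too near zero for a fold change. IGFBP1, whose product binds insulin-like growth factors, rose by 2.43 ± 0.20 to 107 ± 37.6 against 19.9 ± 5.29 CPM (edgeR adjusted p = 3.57e-16). The stress transcription factor ATF3 rose by 2.34 ± 0.25 (edgeR adjusted p = 5.77e-12). RAB43, a gene of vesicle transport, rose by 2.72 ± 0.18 (edgeR adjusted p = 1.16e-20) and irg1l by 2.27 ± 0.47, a call that ends without PFAS 13 replicate 4. Across 4 exposed libraries and 6 controls edgeR called 3543 genes at an adjusted p under 0.05, 1674 of them higher and 1869 lower, and DESeq2 called 3733. Against only the 3 controls of days 1, 3 and 5 the count is 2413, and against those of days 2, 4 and 6 it is 2759.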

Of the total 7,882 DEGs among PFAS 8–13, 192 DEGs were common among all six chemicals (Supplementary Figure S3; Supplementary Data S1). 

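Of the genes called in all 6 exposures, FOXN4, which sets the fate of retinal and spinal progenitors, rose by 0.78 in PFAS 8, 0.67 in PFAS 9, 1.06 in PFAS 10, 1.20 in PFAS 11, 0.75 in PFAS 12 and 1.32 in PFAS 13, with a largest edgeR adjusted p of 1.35e-07. CCND1, the cyclin of early G1, rose by 0.43, 0.49, 0.42, 0.78, 0.78 and 0.98 in the same order (largest edgeR adjusted p 6.99e-07), and SLC1A3 (ENSDARG00000104431), the glial glutamate transporter, by 0.76, 0.98, 0.60, 1.02, 0.80 and 0.89. AMPD1, the AMP deaminase of muscle, changed by -0.81, -1.41, -1.32, -2.60, -1.24 and -2.03 (largest edgeR adjusted p 5.04e-07). From the terms enriched in each of PFAS 7 to 13 the paper names ion balance and the development of nerves, senses, vessels and muscle as common themes, and it ties the genes shared by PFAS 8 to 13 to the nervous system and to metabolism. In edgeR 7548 genes were called in at least 1 of PFAS 8 to 13 and 161 in all 6, of which 64 were higher throughout, 90 lower throughout and 7 mixed. All 6 exposures share the same 6 controls, so their errors are linked: independent lists of these sizes would share 0.000825 genes. With PFAS 8, 10 and 12 set against the controls of days 1, 3 and 5 and PFAS 9, 11 and 13 against those of days 2, 4 and 6, 77 genes were called in all 6, and with the controls exchanged 73.

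**Figure D1:**
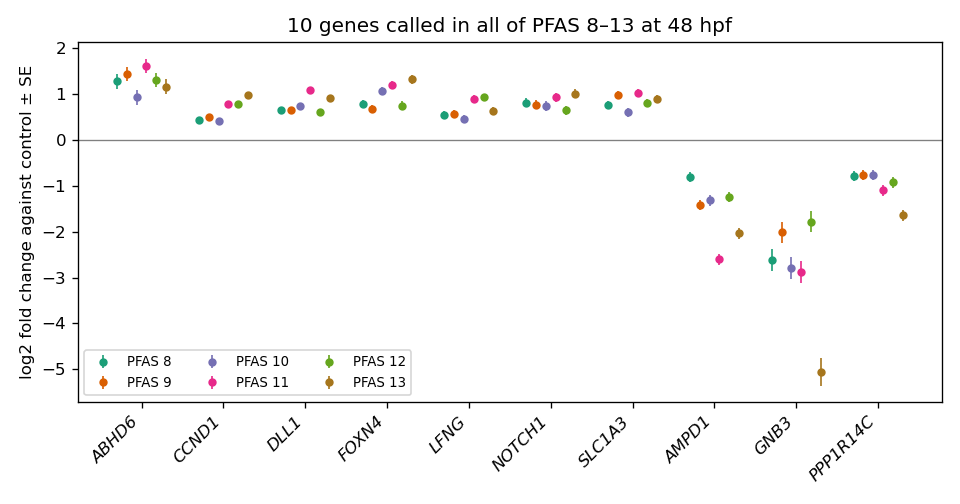
Log2 fold changes with SE against the 6 Exposure Round 1 controls for the 10 genes with the smallest largest adjusted p among those called in all of PFAS 8 to 13, from the edgeR quasi-likelihood fit; 4 libraries per exposure.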

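Larger sets link the exposures in pairs, and in the pair of PFAS 11 and 13 nearly every shared gene moved the same way: 826 higher in both, 1051 lower in both and 10 opposite. Among them are DLL1 (ENSDARG00000010791), a Notch ligand, at 1.09 and 0.92, and PPP1R14C, which encodes an inhibitor of protein phosphatase 1, at -1.10 and -1.64. PFAS 12 and 13 shared 1281 genes with 90 opposite, and PFAS 10 and 12 shared 913 with 231 opposite. LFNG, the Notch glycosyltransferase, is in both sets, at 0.46 in PFAS 10, 0.93 in PFAS 12 and 0.64 in PFAS 13. Called among PFAS 8 to 13 in no other exposure were 216 genes for PFAS 12 and 13, 224 for PFAS 10 and 12, 260 for PFAS 10, 11 and 13, and 293 for PFAS 11 and 13. Independent lists would give 110 and 140 genes higher and lower in both for PFAS 11 and 13, 113 and 140 for PFAS 12 and 13, and 108 and 112 for PFAS 10 and 12. Fold changes over all 21928 genes correlated at r = 0.492, 0.386 and 0.309 in these pairs, and in the 20 simulated data sets without any change the shared controls alone gave a mean r of 0.379, up to 0.424. The covariance above the simulated one was 0.17, 0.0973 and 0.0449, and with 3 controls given to each exposure r was 0.221, 0.129 and 0.068 with 1217 or 1170, 740 or 714 and 466 or 478 genes shared.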

Large commonalities were also shared between PFAS 12 and 13 (219 DEGs), PFAS 10 and 12 (251 DEGs), PFAS 10, 11, and 13 (256 DEGs), and PFAS 11 and 13 (285 DEGs). 

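Both unsubstituted sulfonamides raised nppa, the natriuretic peptide gene of the heart, by 1.12 ± 0.14 in PFAS 10 (edgeR adjusted p = 7.73e-09) and 0.94 ± 0.15 in PFAS 11 (edgeR adjusted p = 6.33e-07). So did the annexin gene anxa1b, by 1.23 ± 0.15 and 1.17 ± 0.15. They differ in single heat shock genes, with HSPA2 5.81 ± 0.55 higher in PFAS 10 than in PFAS 11 (edgeR adjusted p = 1.62e-12), and in gbp1, an interferon-inducible GTPase gene, at -1.77 ± 0.29 (edgeR adjusted p = 6.37e-06). Of the 1420 genes called in both, 799 were higher in both, 583 lower in both and 38 opposite, and 287 were called in no other of PFAS 8 to 13. Independent lists would give 105 and 112 higher and lower in both, r over all genes was 0.441 and 0.179 with the controls split, the covariance above the simulated one 0.131, and with split controls 825 or 839 genes were shared. Both chemicals were collected on days 1, 2, 3 and 5, a link that neither the split nor the simulation removes. Set directly against each other, PFAS 10 at 8 µM and PFAS 11 at 28 µM differed in 1731 genes at an edgeR adjusted p under 0.05, 947 higher and 784 lower in PFAS 10. Synaptic neuron markers were higher in PFAS 10 than in PFAS 11, 14 of 34 genes over all genes and 19 when adjusted over the list alone (camera from limma, adjusted p = 4.51e-06 with an estimated correlation). Cell cycle and kinetochore genes were lower, 28 of 47 and 33 (adjusted p = 4.51e-06 estimated, camera from limma). The second list was chosen from the study's own enriched terms and is not independent evidence of direction. Chaperones and heat shock genes, a list of the same origin, had 12 of 46 higher and 2 lower (15 and 3 over the list alone), with a camera adjusted p from limma of 0.0137 preset and 0.269 with an estimated correlation. Doses were set by toxicity and differ between the 2 chemicals, so structure and dose are not separated here.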

PFAS 10 and 11, both consisting of sulfonamide functional head groups, induced many DEGs (3,288 and 3,289, respectively) and uniquely shared 298 DEGs. In addition to overlapping gene lists, the number of distinctive DEGs for each PFAS was also striking (Supplementary Figure S3). 

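Some gene lists passed in few of the exposures, which is no test of a difference between exposures. In PFAS 10 the list of hypoxia and glycolysis genes rose, 20 of 44 higher and 1 lower, 23 and 1 when adjusted over the list alone (camera from limma, adjusted p = 9.45e-10 preset and 0.000421 estimated). Its members VEGFA (ENSDARG00000103542), the vascular growth factor, and PFKFB3, which drives glycolysis, rose by 1.31 ± 0.14 (edgeR adjusted p = 5.44e-12) and 1.81 ± 0.21 (edgeR adjusted p = 5.09e-10). The list of mitochondrial transcripts passed with both correlations in PFAS 10 alone, 10 of 13 lower and 11 when adjusted over the list alone (camera from limma, adjusted p = 0.0072 estimated). In the direct comparison with PFAS 11 it was lower in PFAS 10 with the preset correlation only (camera from limma, adjusted p = 3.43e-05 preset and 0.0679 estimated). It was led by MT-ATP6 at -0.90 ± 0.07 (edgeR adjusted p = 2.15e-17). In PFAS 12 keratins and other epidermal genes rose, 13 of 25 higher and 2 lower, 17 and 3 when adjusted over the list alone (camera from limma, adjusted p = 0.0166 estimated). A keratin gene of simple epithelia, krt8, stood at 0.66 ± 0.06 (edgeR adjusted p = 2.11e-13) and TP63, the master factor of skin, at 0.59 ± 0.07 (edgeR adjusted p = 4.43e-09). PFAS 11 raised the same list, 11 higher and 1 lower, 15 and 1 over the list alone. The circadian list fell in PFAS 13, 12 of 30 lower and 2 higher, 14 and 2 over the list alone (camera from limma, adjusted p = 0.00714 estimated), led by rorab at -1.46 ± 0.14 (edgeR adjusted p = 8.76e-14). Among PFAS 8 to 13 edgeR called 58 genes in PFAS 8 alone, 170 in PFAS 9, 1016 in PFAS 10, 477 in PFAS 11, 1172 in PFAS 12 and 846 in PFAS 13, or 6.9%, 11.2%, 32.9%, 15.4%, 37.5% and 23.9% of the calls of each. A gene in these counts missed a threshold in the other exposures, which does not make it unchanged there.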

The percentages of unique DEGs compared to the total DEGs for each chemical were 7.3, 11, 30, 14, 36, and 21% for PFAS 8–13, respectively.

PFAS exposures led to both similarities and differences in gene expression profiles. To further explore and visualize the data, a log_2_ fold change threshold of >|1| was applied, PFAS with less than 10 DEGs were removed, and clustering analyses performed (Figure 3; Supplementary Table S6). 

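Fold changes past both limits, an edgeR adjusted p under 0.05 and a log2 fold change beyond 1, link PFAS 10 and 11 through 182 genes, 181 of them in the same direction. PFAS 11 and 13 share 270 with 269 in the same direction and PFAS 10 and 13 share 186 with 183. MATN1, the cartilage matrix gene, is among them at -2.99 ± 0.47 in PFAS 10 (edgeR adjusted p = 1.11e-06) and -3.90 ± 0.51 in PFAS 11 (edgeR adjusted p = 7.82e-09). So is GNB3, the cone transducin gene, at -2.80 ± 0.24 and -2.88 ± 0.24. The largest differences between the 2 sulfonamides are in heat shock genes. A heat shock protein 70 gene, hsp70l, rose by 5.42 ± 0.48 in PFAS 10 (edgeR adjusted p = 2.45e-14), or by 3.88 without PFAS 10 replicate 1. It was 5.40 ± 0.58 higher than in PFAS 11, and hsp70.1 was 5.26 ± 0.73 higher. Ward clustering (ward.D2) of the edgeR fold changes of the 1956 genes past both limits in any of PFAS 7 to 13 joined PFAS 8 with 9 at a height of 37.8, then 7 at 44.1, then 11 at 53.2, 12 at 54.8 and 10 at 57.5, and last 13 at 62.6. With fold changes not past both limits set to 0 PFAS 11 joined the others at 65.3 and PFAS 10 at 67.0. Over all 21928 genes PFAS 11 paired with PFAS 13 at 119. With DESeq2 fold changes, chosen after seeing the values, PFAS 10 and 11 joined each other at 39.7, and at 48.2 with those not past both limits set to 0. With the authors' deposited fold changes they did so at 48.0 when set to 0 in that way, and not with all of them.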

The structurally similar PFAS 10 (perfluorooctane sulfonamide) and 11 (perfluorohexane sulfonamide) clustered together based on the log_2_ fold change data shown in Figure 3. 

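PFAS 7, 8 and 9 have few large changes in common by gene. Past both limits 5 genes are shared by PFAS 7 and 8, 12 by PFAS 7 and 9 and 48 by PFAS 8 and 9, of which 5, 11 and 48 moved in the same direction. HSPA8 (ENSDARG00000037403), a heat shock 70 gene, rose by 3.19 ± 0.43 in PFAS 7 (edgeR adjusted p = 2.56e-07), and CETP, which moves cholesteryl esters between lipoproteins, rose by 1.63 ± 0.35 in PFAS 8 (edgeR adjusted p = 0.00162), a call that ends without PFAS 8 replicate 1. PFAS 8 and 9 share falls in the eye instead: crygm2d7, a lens crystallin, changed by -0.73 ± 0.11 in PFAS 8 (edgeR adjusted p = 6.51e-06) and -1.08 ± 0.11 in PFAS 9 (edgeR adjusted p = 6.09e-11). At an edgeR adjusted p under 0.05 alone 36 genes were called in PFAS 7 and 8, 44 in PFAS 7 and 9, where independent lists would give 3.5 and 0.7 and 5.1 and 1.5 genes higher and lower in both. Across 21928 genes r was 0.361 for PFAS 7 with 8, 0.361 for PFAS 7 with 9, beside 0.368 as the lowest mean of the simulated sets, while the covariance lay above the simulated one by 0.012 and 0.0162. With the controls split those r values were 0.032 and 0.039, with 15 or 10 and 19 or 10 genes shared. When fold changes not past both limits were set to 0, PFAS 7 joined PFAS 8 at 31.4 and PFAS 9 joined them at 38.8. Each of the 3 has the fewest genes past both limits, 86, 134 and 239, so short distance here goes with few large values.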

PFAS 7, 8, and 9 also clustered together, though they do not share overtly similar chemical structures. The gene expression changes produced by exposure to PFAS 7 (1-(Perfluorofluorooctyl) propane-2,3-diol) are noteworthy due to a lack of genes with decreased expression, though this subset of data was relatively sparse after implementing the fold change threshold. 

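Genes of protein and oxidative stress are among those that rose in PFAS 7. SQSTM1, the autophagy receptor, rose by 2.71 ± 0.17 to 56.4 ± 18.6 against 8.61 ± 1.08 CPM (edgeR adjusted p = 2.14e-21), and hsp70.3 by 3.17 ± 0.35 (edgeR adjusted p = 1.55e-09). Beside them rose g0s2, which encodes an inhibitor of triglyceride breakdown, by 3.43 ± 0.39 (edgeR adjusted p = 3.42e-09), and tcap, of the sarcomere, by 3.50 ± 0.52 (edgeR adjusted p = 4.05e-06). The falls were smaller: fbp1b, a gluconeogenesis gene, fell by 1.05 ± 0.19 on the log2 scale (edgeR adjusted p = 0.000174), and RBP2 (ENSDARG00000093774), a retinol carrier of the gut, by 1.24 ± 0.27, a call that ends without PFAS 7 replicate 4. edgeR called 207 genes over 4 libraries and 6 controls, 167 higher and 40 lower, and DESeq2 287; past a log2 fold change of 1 as well, 77 were higher and 9 lower. Without PFAS 7 replicate 3 edgeR calls 124 genes.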

Alternatively, PFAS 13 exposure caused decreased expression of many DEGs above the log_2_ fold change threshold. 

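Lens crystallins fell in PFAS 13: crygm2d20 changed by -3.19 ± 0.14 (edgeR adjusted p = 5.06e-31), crygm2d15 by -4.20 ± 0.18 (edgeR adjusted p = 2.46e-30) and crygm2d14 by -3.42 ± 0.16. Slow and fast muscle myosins fell with them, myhb at -2.63 ± 0.26 (edgeR adjusted p = 3.18e-13) and smyhc2 at -1.29 ± 0.17 (edgeR adjusted p = 8.6e-09). So did the enamel matrix gene enam at -5.26 ± 0.57 (edgeR adjusted p = 1.5e-11). Of 44 lens crystallins 37 were lower and 0 higher, 38 lower when adjusted over the list alone, with a median log2 fold change of -1.41 (camera from limma, adjusted p = 3.65e-72 preset and 6.33e-05 estimated). The list came from the paper's supplementary gene sheets on these samples and is not independent evidence of direction. Skeletal muscle genes went the same way, 17 of 32 lower and 2 higher, 21 and 2 over the list alone (camera from limma, adjusted p = 0.00924 estimated). Past an edgeR adjusted p under 0.05 and a log2 fold change of 1, 553 genes were lower and 231 higher in PFAS 13, where PFAS 12 had 422 and 172 and PFAS 10 had 237 and 309.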

Despite clustering and similarities based on hierarchical clustering of log_2_ fold change expression data, there are still distinctions between the expression profiles, which is also apparent based on clustering in PCA analyses of all normalized read counts (Supplementary Figure S2). It should be noted that hierarchical clustering was inherently affected by the total number of DEGs available for analysis for each compound after filtering. Overall, transcriptional responses to PFAS exposures shared both similarities and also unique differences that we further explored through functional enrichment analyses.

**FIGURE 3:**
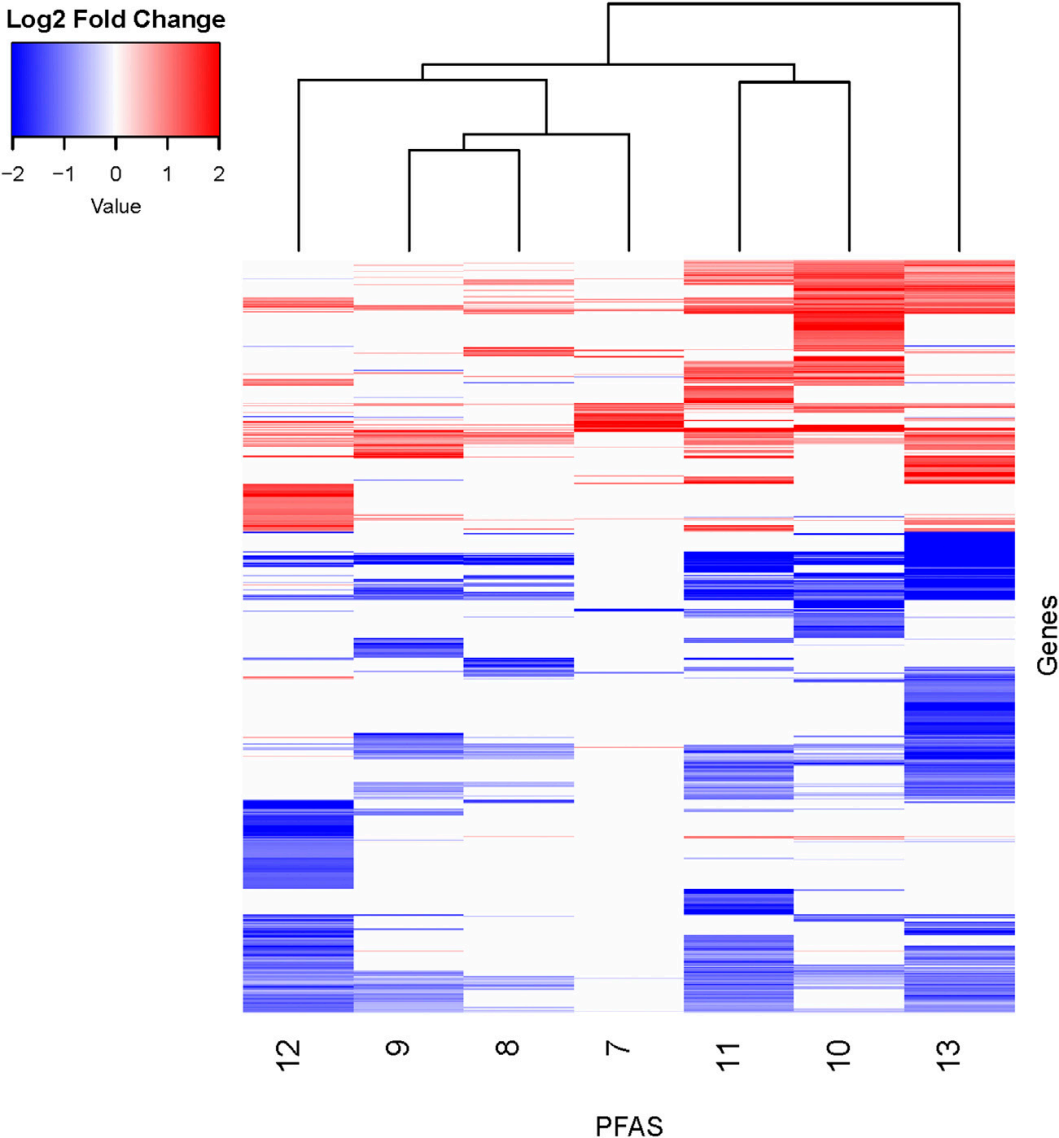
Heatmap of DEGs with additional fold change threshold applied. DEGs (padj < 0.05) for all PFAS underwent an additional filtering step of log_2_ fold change >|1| for the sake of visualizing similarities between compounds. PFAS with less than 10 DEGs remaining were not shown. PFAS 7–13 are noted at the bottom of the figure. Genes with transcripts that were increased in abundance based on log2 fold change compared to respective controls are red, and those with decreased abundance are blue. See Supplementary Table S6 for gene counts. Clustering analyses of the chemicals (top of figure) and genes (not shown) were performed.

### 3.4 Functional enrichment analysis for 15 PFAS

Functional enrichment analyses similarly revealed common and unique biological processes perturbed by PFAS exposures (Figure 4). PFAS 1–6 did not elicit enough DEGs (adjusted *p*-value < 0.05) to enable robust functional enrichment analysis, therefore, only PFAS 7–13 were analyzed (Supplementary Data S1). The top ten most highly enriched functional terms for each PFAS were identified (Figure 4). Numerous PFAS shared their most highly enriched biological processes, including sodium potassium-exchanging ATPase complex and cation-transporting ATPase complex (PFAS 8, 11, 13), presynaptic cytoskeleton and cytoskeleton of presynaptic active zone (9, 11, 13), and cytosolic ribosome and cytosolic large ribosomal subunit (8, 10, 11). 

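The sodium pump genes went both ways. The alpha subunit of neurons, atp1a3a, fell by 0.36 ± 0.07 on the log2 scale in PFAS 8 (edgeR adjusted p = 0.000744), 0.91 ± 0.07 in PFAS 11 (edgeR adjusted p = 4.8e-16) and 0.92 ± 0.07 in PFAS 13 (edgeR adjusted p = 5.55e-17). An alpha subunit of ionocytes, atp1a1a.2, rose by 0.60 ± 0.10, 0.76 ± 0.09 and 0.92 ± 0.09. In PFAS 9 both went down, atp1a1a.2 by 0.62 ± 0.10 (edgeR adjusted p = 4.31e-06). Of 18 subunit genes 3 were higher and 3 lower in PFAS 8, 5 and 5 when adjusted over the list alone, 6 and 8 in PFAS 11 (6 and 9) and 8 and 8 in PFAS 13 (8 and 8). The list as a whole went neither way, with camera from limma at an adjusted p of 0.519, 0.57 and 0.665 with the preset correlation. In PFAS 9 it fell, 0 higher and 7 lower (0 and 10; camera from limma, adjusted p = 0.000467 estimated). This list and the next ones were written from results the study reports for these samples and are not independent evidence of direction. Presynaptic active zone genes fell, with PPFIA3, a scaffold of release sites, at -0.44 ± 0.08, -0.78 ± 0.08 and -0.53 ± 0.08 in PFAS 9, 11 and 13. UNC13A, which primes vesicles, stood at -0.88 ± 0.14 in PFAS 13 (edgeR adjusted p = 6.12e-07). Of 20 genes 11, 14 and 14 were lower and none higher, 14, 15 and 15 when adjusted over the list alone (camera from limma, adjusted p = 0.000467, 0.0012 and 0.00204 estimated). PFAS 12 gave 13 (15; adjusted p = 0.00191 estimated, camera from limma). Ribosomal protein genes rose slightly and together, RPS12 by 0.36 ± 0.06 in PFAS 8 (edgeR adjusted p = 5.73e-05), 0.47 ± 0.06 in PFAS 10 and 0.50 ± 0.06 in PFAS 11. Of 85 genes of the list 65, 72 and 77 were higher and none lower, 78, 81 and 81 over the list alone (camera from limma, adjusted p = 0.0392, 0.0534 and 0.0291 estimated). PFAS 13 also had 60 ribosomal genes higher (69 over the list alone), where the camera adjusted p from limma is 0.184 with an estimated correlation.

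**Figure D2:**
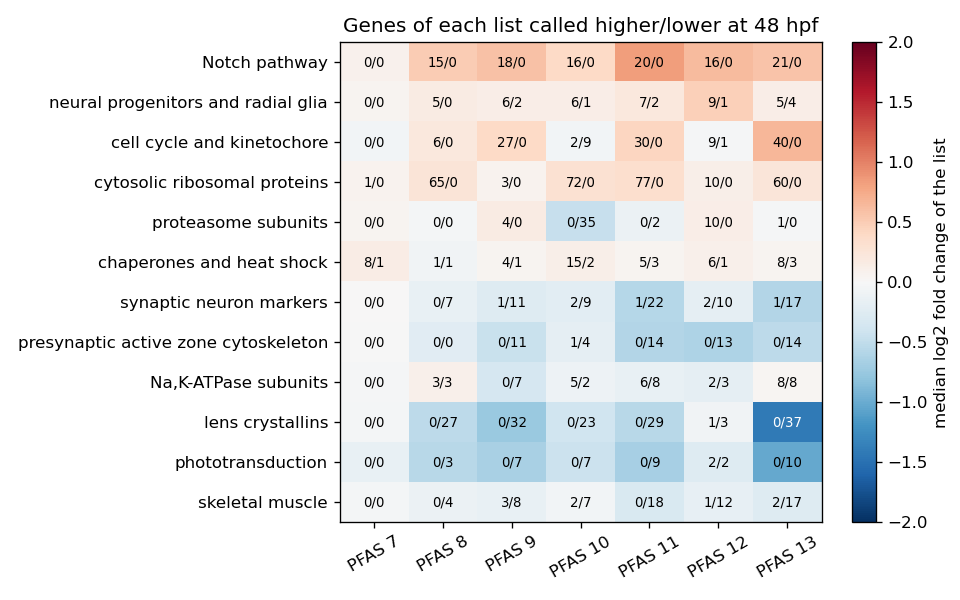
Median log2 fold change (colour) of gene lists in PFAS 7 to 13, with the number of genes of each list called higher and lower by edgeR at an adjusted p under 0.05.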

PFAS 9 and 12 exposures both elicited highly enriched terms related to peripheral nervous system neuron differentiation, development, and axonogenesis processes.

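PFAS 9 and 12 were not set directly against each other, and the values here are against controls. PFAS 12 raised NEUROD4, which drives neuronal differentiation, by 0.89 ± 0.09 (edgeR adjusted p = 1.51e-12), neurog1, needed for sensory ganglia, by 0.83 ± 0.15 (edgeR adjusted p = 4e-05) and the proneural factor ascl1a by 0.90 ± 0.12 (edgeR adjusted p = 1.95e-08). PFAS 9 also raised ascl1a, by 0.63 ± 0.12 (edgeR adjusted p = 0.000131), and lowered the later factors NEUROD1 to -0.63 ± 0.09 (edgeR adjusted p = 3.46e-07) and NEUROD6 (ENSDARG00000020794) to -1.19 ± 0.20 (edgeR adjusted p = 1.49e-05). Of 37 proneural and peripheral neuron factors 7 were higher and 3 lower in PFAS 12, 9 and 4 when adjusted over the list alone, against 5 and 8 in PFAS 9 (5 and 11). As a list they went neither way, with a camera adjusted p from limma of 0.163 in PFAS 12 and 0.579 in PFAS 9 preset and 0.391 and 0.73 estimated. The study chose the terms on these samples, and the list is not independent evidence of direction. In PFAS 13 the same list had 7 higher and 12 lower (7 and 12), with a camera adjusted p from limma of 0.0179 preset and 0.0997 with an estimated correlation. Genes of neural progenitors rose in both. In PFAS 12 nes, the intermediate filament of radial glia, rose by 1.15 ± 0.10 (edgeR adjusted p = 2.38e-14) and in PFAS 9 SOX3, which keeps progenitors dividing, by 0.53 ± 0.07 (edgeR adjusted p = 2.03e-07). In PFAS 12 the list had 9 of 19 higher and 1 lower (13 and 1 over the list alone; camera from limma, adjusted p = 0.00191 estimated) and in PFAS 9 it had 6 and 2 (7 and 2; adjusted p = 0.0498 estimated, camera from limma).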

**FIGURE 4:**
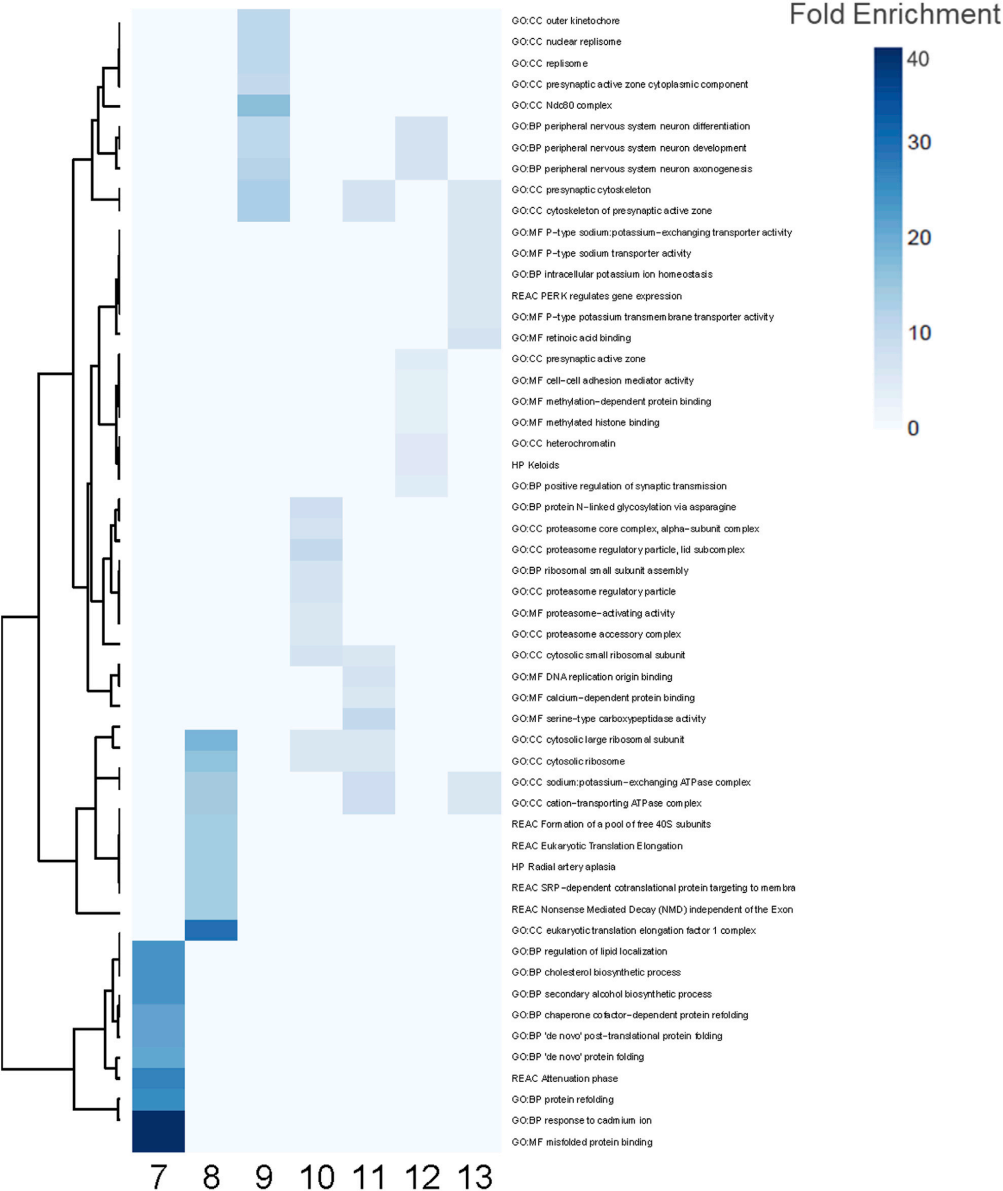
Enriched functional terms for PFAS 7–13. The top 10 most enriched functional terms were identified for each PFAS 7–13 and combined for a total of 54 processes. Blue indicates significant enrichment of a process by a given PFAS. Darker blue signifies higher fold enrichment, i.e., a higher percentage of DEGs associated with the process were dysregulated in the PFAS datasets.

Among the 54 functional enrichment terms consisting of the top 10 most enriched among PFAS 7–13, many processes were also unique to individual PFAS (Figure 4). PFAS 10 uniquely induced processes related to proteasome regulatory particle and proteasome-activating activity among its most highly enriched. 

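Proteasome subunits of both the core and the regulatory particle went down in PFAS 10. The ATPase genes PSMC2 and PSMC3 fell by 0.51 ± 0.06 (edgeR adjusted p = 7.92e-10) and 0.62 ± 0.07 (edgeR adjusted p = 8.89e-10) on the log2 scale, and PSMB1, of the core, by 0.54 ± 0.07 (edgeR adjusted p = 1.45e-08). Chaperone genes rose beside them, HSPA2 by 4.84 ± 0.43 (edgeR adjusted p = 3.01e-14) and SERPINH1 (ENSDARG00000019949), the collagen chaperone, by 1.66 ± 0.18 (edgeR adjusted p = 2.69e-11). The integrated stress response factors rose too, DDIT3 by 2.54 ± 0.19 (edgeR adjusted p = 5.22e-18) and ATF3 by 3.26 ± 0.25. Of 45 proteasome subunits 35 were lower and 0 higher, 38 lower when adjusted over the list alone, with a median log2 fold change of -0.46 (camera from limma, adjusted p = 3.83e-30 preset and 0.000421 estimated). Without replicate 1, 2, 3 or 4 of PFAS 10 the counts are 31, 31, 32 and 35. Against PFAS 11, at 28 µM where PFAS 10 was at 8 µM, 25 subunits were lower in PFAS 10 (32 over the list alone; camera from limma, adjusted p = 0.000935 estimated). Of 46 chaperones 15 were higher and 2 lower (17 and 4 over the list alone; camera from limma, adjusted p = 0.17 with an estimated correlation). Without replicate 1 only 7 are higher. The ER stress and amino acid response list had 20 of 47 higher and 12 lower (20 and 14; adjusted p = 0.103 with an estimated correlation, camera from limma). All 3 lists were written from results the study reports for these samples and are not independent evidence of direction.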

Within this subset of the most enriched functional terms, PFAS 7 notably did not share any with the other PFAS, and the same was true when considering the most significantly enriched (lowest adjusted *p*-value). Functional terms enriched by exposure to PFAS 7 included several related to protein folding (e.g., “*de novo*” protein folding, misfolded protein binding, and protein refolding), regulation of lipid localization, and cholesterol biosynthetic processes (Figure 4; Supplementary Figure S4). 

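PFAS 7 raised chaperones of the endoplasmic reticulum, HSPA5 by 0.81 ± 0.11 (edgeR adjusted p = 7.52e-07) and the disulfide isomerase PDIA4 by 0.99 ± 0.13 (edgeR adjusted p = 1.87e-07). It lowered sterol synthesis, with HMGCS1, which makes the first committed precursor, at -0.97 ± 0.20 (edgeR adjusted p = 0.00223) and FDPS, which makes farnesyl diphosphate, at -0.61 ± 0.11 (edgeR adjusted p = 0.000205). PLIN2, which coats lipid droplets, rose by 1.90 ± 0.27 (edgeR adjusted p = 1.08e-06), abcc2, an efflux pump for glutathione conjugates, by 1.68 ± 0.18 (edgeR adjusted p = 6.42e-10). FOSL1, a FOS family factor, rose by 2.14 ± 0.33 (edgeR adjusted p = 8.11e-06) and mdm2, which turns over p53, by 0.72 ± 0.15 (edgeR adjusted p = 0.00153). Of 46 chaperones 8 were higher and 1 lower, 14 and 1 when adjusted over the list alone (camera from limma, adjusted p = 0.024 estimated). Of 26 cholesterol synthesis genes 0 were higher and 5 lower (0 and 12; adjusted p = 0.00112 estimated, camera from limma) and of 47 ER stress genes 9 and 0 (14 and 1; adjusted p = 0.00153 estimated, camera from limma). These lists were written from results the study reports for these samples, so they are not independent evidence of direction. The same holds for the SRF targets and cytoskeletal stress genes, of which 11 of 37 were higher and 0 lower (16 and 0), and the retinoic acid pathway, with 0 of 32 higher and 4 lower (0 and 6 over the list alone). The lists that follow are not among the terms the paper names, and both rose. NRF2 oxidative stress genes had 7 of 32 higher and 0 lower (13 and 0; camera from limma, adjusted p = 0.000451 estimated), and p53 targets had 4 of 23 and 0 (5 and 0; adjusted p = 0.00112 estimated, camera from limma). The metal response list, drawn from the paper's supplement, had 2 of 10 higher and 0 lower (2 and 1), with a camera adjusted p from limma of 0.598, and is likewise not independent evidence of direction.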

Among other PFAS, many terms related to general development (e.g., system development, multicellular organ development, developmental processes, and anatomical structure development) were among the most significantly enriched.

In addition to functional enrichment analysis for the entirety of PFAS 7–13 DEGS, a separate analysis was also conducted for the 192 DEGs common to those PFAS that induced >1,000 DEGS (PFAS 8–13). 

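Notch genes rose in each of the 6 exposures. NOTCH1 (ENSDARG00000103554) rose by 0.81 in PFAS 8, 0.77 in PFAS 9, 0.74 in PFAS 10, 0.93 in PFAS 11, 0.65 in PFAS 12 and 1.01 in PFAS 13, with a largest edgeR adjusted p of 1.29e-06. The target her2, a repressor of neuron fate, rose by 1.84 ± 0.19 in PFAS 13 (edgeR adjusted p = 9.53e-13) and the ligand dlb by 1.00 ± 0.12 (edgeR adjusted p = 1.78e-10). Of 33 genes of the pathway 15, 18, 16, 20, 16 and 21 were higher in PFAS 8 to 13 and none lower, 23, 22, 20, 23, 17 and 22 when adjusted over the list alone. The camera adjusted p from limma with an estimated correlation was 1.12e-08, 2.55e-06, 0.000421, 7.38e-07, 0.000396 and 3.08e-05. This list and the 2 that follow were written from results the study reports for these samples, so they are not independent evidence of direction. Amino acid symporters rose in PFAS 10, SLC1A5, a glutamine carrier, by 1.22 ± 0.11 (edgeR adjusted p = 3.01e-14), with 10 of 47 higher and 2 lower (10 and 3 over the list alone; camera from limma, adjusted p = 0.0247 estimated). The other exposures had symporters on both sides, 1 higher and 2 lower in PFAS 8, 1 and 5 in PFAS 9, 4 and 5 in PFAS 11, 3 and 6 in PFAS 12 and 4 and 8 in PFAS 13. Chaperones had 4 of 46 higher and 1 lower in PFAS 9, 6 and 1 in PFAS 12 and 8 and 3 in PFAS 13 (8 and 3 over the list alone), with SERPINH1 (ENSDARG00000019949) at 1.54 ± 0.18 in PFAS 13. Because the 6 exposures share their controls, the same list passing in each is not 6 separate findings.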

The most highly enriched functional profiles included terms related to amino acid:monoatomic cation symporter activity, the notch signaling pathway, protein folding, and brain and nervous system development (Figure 5). Enriched processes also included regulation of RNA metabolic and biosynthetic processes, an assortment of metabolic processes, and multicellular organism development and anatomical structure development.

**FIGURE 5:**
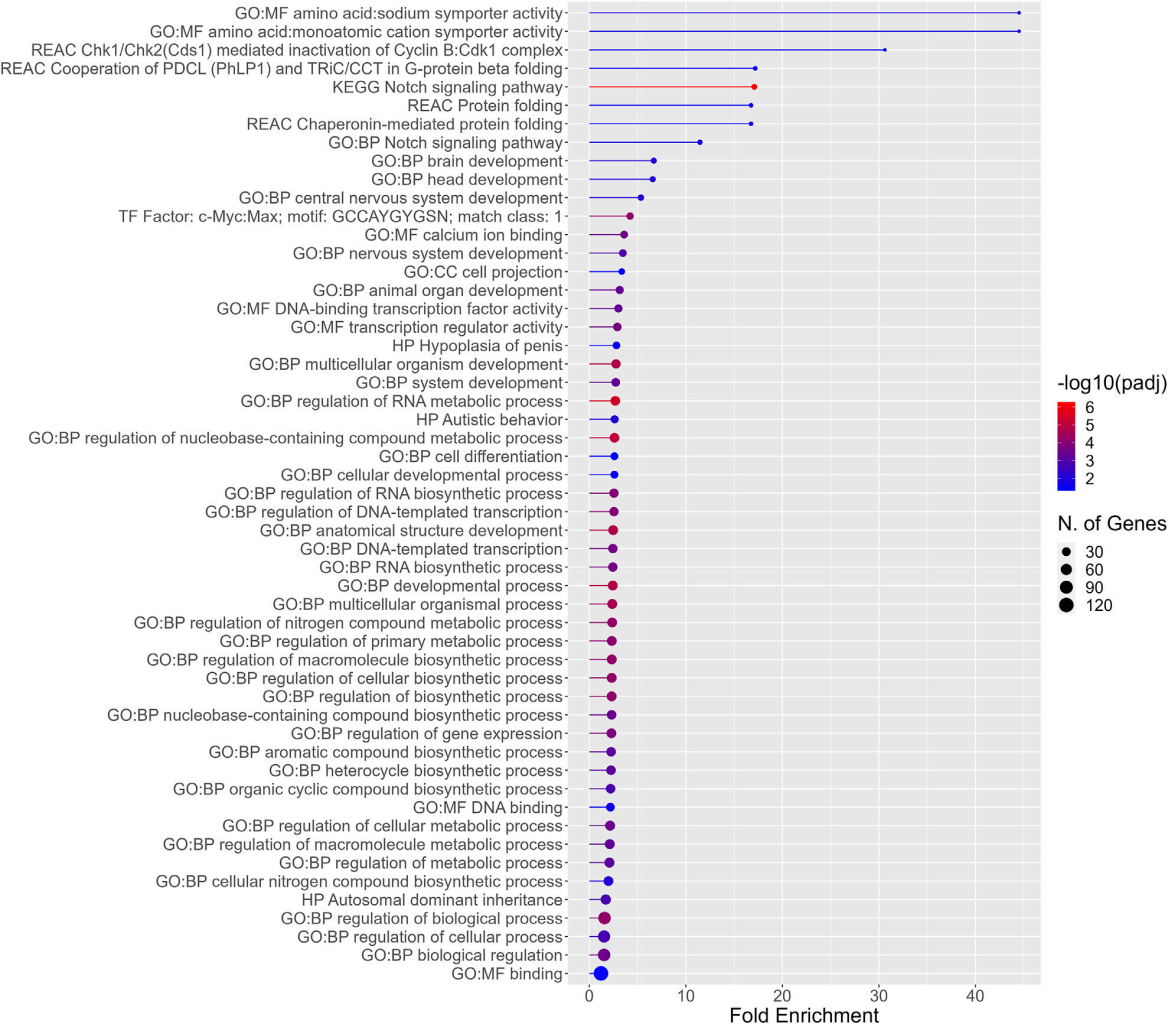
Functional enrichment for the 192 DEGs common among all PFAS 8–13. Higher fold enrichment is represented by bars that extend farther across the *x*-axis, a larger number of DEGS from the present dataset associated with a given process is signified by a larger dot (N. of Genes), and increasing significance of the enrichment is shown as the color of the dots approaches red (−log10padj).

### 3.5 Body burden across developmental stages for 5 select PFAS

Body burden was measured for NB2, PFOS, PFHpS, FOSA, and FHxSA across a 24–120 hpf developmental time series to investigate whether internal concentration would provide insight into the range of DEGs observed at 48 hpf. Chemical selection provided some variation in functional head group (i.e., sulfonic acid and sulfonamide) and fluorinated carbon chain length. As previously stated, the selected PFAS induced 0, 8, 13, 3,288, and 3,289 DEGs (adjusted *p*-value < 0.05), respectively, and all induced morphological effects by 120 hpf. The body burden exposures were conducted with different chemical stocks (in methanol), and therefore also at slightly different concentrations, than used for transcriptomics (Supplementary Table S8). Hold back plates from exposures for body burden confirmed that all chemicals induced 63%–100% any morphological effect (Supplementary Data S1), meaning the same phenotypic anchoring approach that we applied to transcriptomic sampling was used.

Trends in internal PFAS concentrations did not overtly correspond to trends in numbers of DEGs at 48 hpf. In all control samples, all PFAS were measured at 0 or <LOD, and no contamination between Group A and Group B chemical samples was detected. Internal concentrations for all PFAS were <LOD or below the limit of quantification (LOQ) at 24 hpf except FOSA (Supplementary Table S7), which averaged 7 ng/mg bw (Supplementary Table S8). Average internal concentrations of PFAS with a sulfonic acid head group (NB2, PFOS, and PFHpS) were greater than those of PFAS with a sulfonamide head group (FOSA and FHxSA) at 48 hpf and for the remainder of the time series (Figure 6), despite the two sulfonamide PFAS inducing far more DEGs at 48 hpf. Concentrations of the three sulfonic acid PFAS significantly increased from 24 to 96 hpf, and at 96 hpf, NB2 and PFOS concentrations were both significantly higher than FOSA and FHxSA (adjusted *p*-value < 0.05; Supplementary Table S9). Neither of the sulfonamide PFAS showed significant changes in internal concentration during the 24–96 hpf period. The highest average internal concentration was measured after the PFOS exposure at 96 hpf (150 ng/mg bw). Average internal concentrations for the sulfonic acid PFAS decreased from 96 to 120 hpf (though not statistically significantly); this decreasing trend may correspond to high incidence of malformations at 120 hpf. Despite random sampling and pooling of fish, high variation among replicate samples was observed and may be attributed to variation in uptake and morphological effects between individuals. Given the increasing internal concentration of the sulfonic acid PFAS between 24–96 hpf, we next investigated the transcriptional response to NB2 across a time series.

**FIGURE 6:**
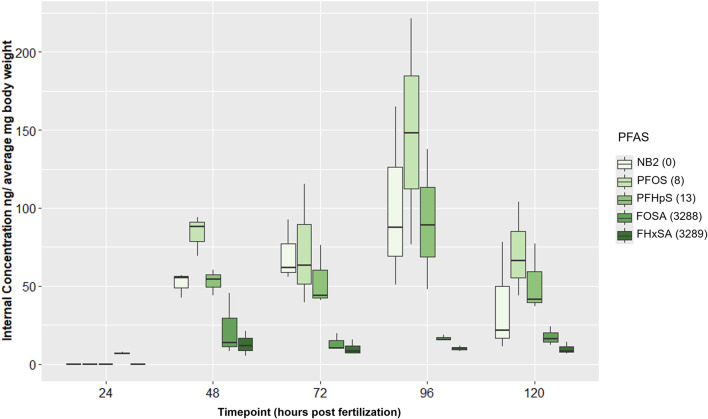
Internal concentrations (ng/average mg body weight) for 24 µM Nafion byproduct 2 (NB2; PFAS 2), 16 µM PFOS (PFAS 3), 25 µM PFHpS (PFAS 5), 2.54 µM FOSA (PFAS 10), and 6 µM FHxSA (PFAS 11) exposures across 24–120 hpf. PFAS are listed in order (left to right within each timepoint grouping) of increasing number of differentially expressed genes (DEGs) at 48 hpf. DEGs counts are noted to the right of each PFAS in the legend and were defined only by an adjusted *p*-value threshold of <0.05. Sulfonic acid PFAS (PFAS 2, PFAS 3, PFAS 5) ranged from 52–85 ng/mg compared to 13–22 ng/mg for the sulfonamide PFAS (PFAS 10, PFAS 11).

### 3.6 Differential gene expression across developmental stages for Nafion byproduct 2 (NB2)

NB2 (also known as 7H-Perfluoro-4-methyl-3,6-dioxaoctanesulfonic acid) exposed animals produced significant morphological effects at 120 hpf, but 0 DEGs were identified at 48 hpf. 

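The NB2 time course covers embryos exposed to 73 µM NB2 or to vehicle and collected at 48, 72 and 96 hpf. Of the 30 samples of the series the deposited table holds 28 columns, 4 controls and 4 exposed at 48 hpf and 5 of each at 72 and 96 hpf. Columns carry no replicate number that matches the sample labels, so they are named here by their own letters. Values are log2 expression after the authors' variance-stabilizing transformation in DESeq2, not counts, from 3.591, the floor that 17.4% of the values share, to 21.57, and no depth can be given from them. The authors aligned and counted the reads as for the 48 hpf survey and transformed the counts. Differences were tested with limma (with its mean trend, in 1 fit over all 6 groups) on the 24853 genes with at least 4 columns above the floor, adjusting p by Benjamini-Hochberg over genes. They are differences on that scale, which understates the change of weakly expressed genes. In unexposed embryos 6373 genes differed between 72 and 48 hpf and 4376 between 96 and 72 hpf at a limma adjusted p under 0.05.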

To further investigate the NB2-specific molecular response in the zebrafish, we repeated developmental toxicity exposures with a new stock and collected animals across developmental stages (48, 72, and 96 hpf). Animals were severely malformed by 120 hpf and thus not appropriate for sampling as we were specifically targeting time points that preceded malformations. The EC_80_ achieved by the new NB2 exposures was 73 μM, at which 83% of animals exhibited morphological effects (Supplementary Figure S5). Gene expression profiles induced by NB2 across developmental stages were highly similar to controls until 96 hpf, as shown by similar clustering in the PCA plot in Figure 7A. 

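Along the first component of the 10000 genes with the highest mean, which holds 68.6% of the variance, the columns line up by age. Controls lie at -50.9 to -44.8 at 48 hpf, -2.54 to -0.692 at 72 hpf and 29.0 to 30.9 at 96 hpf. NB2 columns overlap with the controls at 48 hpf, from -49.4 to -45.3, lie next to them at 72 hpf, from 0.1002 to 8.49, and beyond them at 96 hpf, from 43.9 to 48.5. On the second component, with 10.5% of the variance, the 96 hpf groups are apart as well, controls from -9.55 to -5.22 and NB2 from 15.4 to 24.9. At 48 hpf limma called no gene of the later response, with 0 genes in all, and 1195 at an unadjusted p under 0.05. The count of calls stays 0 with quantile normalization, array weights or only the 2 groups compared. The muscle gene myhb, with 0.28 ± 0.11 at 48 hpf, had a limma adjusted p of 0.989. In simulated data for 48 hpf limma found 79.1% of genes changed 2-fold, so some changes of that size would be missed with 4 columns a group.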

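At 96 hpf genes of dividing cells went down, and single genes of muscle wasting, growth factor control and fuel use went up. The proliferation marker mki67 fell by 1.48 ± 0.08 (limma adjusted p = 6.81e-17) and tpx2, of the spindle, by 1.33 ± 0.07 (limma adjusted p = 1.01e-17). The ubiquitin ligase gene of muscle wasting, fbxo32, rose by 3.73 ± 0.16 (limma adjusted p = 2.27e-19), and igfbp1a, a brake on growth factors, by 3.62 ± 0.24 (limma adjusted p = 3.18e-14). The kinase gene pdk2b, which turns fuel use from glucose to fat, rose by 4.11 ± 0.27 (limma adjusted p = 3.02e-14). At 72 hpf the leading genes are fewer. A large interferon-inducible GTPase gene, gvin1l2, rose by 2.16 ± 0.24 (limma adjusted p = 4.75e-07), rhcga, an ammonium channel, by 2.35 ± 0.28 (limma adjusted p = 2.65e-06) and fosab, an immediate early gene, by 1.87 ± 0.29 (limma adjusted p = 0.000398). limma called 181 genes at 72 hpf, 119 higher and 62 lower, and 4568 at 96 hpf, 2044 higher and 2524 lower, of which 50 and 446 passed a log2 difference of 1. The authors' deposited lists for these times hold only genes past an absolute log2 fold change of 1. Of the 162 genes in their list for 72 hpf 71 were called here, and of the 1083 for 96 hpf 971. The 72 hpf count is 20 with only the 2 groups compared, 54 without trend and 382 with array weights. It also leans on single columns: it is 107, 93 and 95 without control columns A, B and D, 78 and 58 without NB2 columns B and D and 502 without NB2 column C. The NB2 effect itself differed between 96 and 72 hpf for 3028 genes, such as fbxo32 with a difference of 3.35 ± 0.23 (limma adjusted p = 7.61e-13) and mki67 with -1.36 ± 0.11. PPAR targets and fatty acid oxidation genes rose at 96 hpf, 19 of 36 higher and 0 lower (21 and 1 over the list alone; camera from limma, adjusted p = 0.000556 estimated). So did NRF2 genes, 17 of 31 and 1 (17 and 1; adjusted p = 0.000556 estimated, camera from limma).

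**Figure D3:**
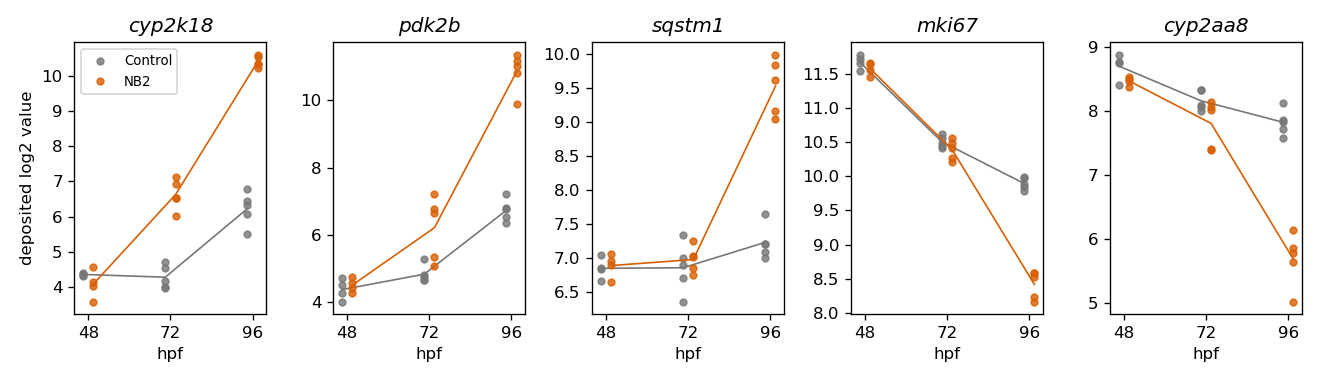
Deposited log2 values of cyp2k18, pdk2b, sqstm1, mki67 and cyp2aa8 in each column of the NB2 series, control and NB2 at 48 hpf (4 columns each), 72 and 96 hpf (5 each), with lines through the group means.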

At 96 hpf, the NB2 gene expression profiles diverged from controls and the number of DEGs increased from 162 at 72 hpf to 1,083 at 96 hpf. There were 66 overlapping DEGs between the 72 and 96 hpf time points. 

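Among the genes called at both times, the cytochrome P450 gene cyp2k18 rose by 2.34 ± 0.20 at 72 hpf (limma adjusted p = 2.35e-09) and 4.17 ± 0.20 at 96 hpf (limma adjusted p = 7.23e-18). Another, cyp3a65, rose by 1.03 ± 0.19 and 2.23 ± 0.19. The kinase gene pdk2b rose by 1.38 ± 0.27 already at 72 hpf (limma adjusted p = 0.0082), and the immediate early gene fosb by 1.20 ± 0.26 and 2.66 ± 0.26. Without trend the limma adjusted p at 72 hpf is 0.0516 for pdk2b and 0.0694 for fosb, which ends both calls. limma called 108 genes at both times, 89 higher at both, 11 lower at both and 8 in opposite directions, and it called 40 without trend, 181 with array weights and 11 with only the 2 groups compared. None of these counts has the fold change limit that all genes in the authors' deposited lists pass. Independent lists would share 9.79 genes higher and 6.3 lower, and the columns of the 2 times are separate embryos with their own controls. The count is 66, 64, 55 and 37 without control column A, control column D, NB2 column B and NB2 column D of 72 hpf and 203 without NB2 column C. For cyp2k18 the effect grew between the times by 1.83 ± 0.29 (limma adjusted p = 2.32e-05), and that of gvin1l2 changed by -1.34 ± 0.33. The paper expected the response to come nearer to the onset of adverse effects. It sets the growing number of DEGs beside a rise in internal NB2 concentration from 48 to 96 hpf, which was not significant over that span. Counted from its earliest body burden sampling to 96 hpf, the paper reports a significant increase for the sulfonic acid PFAS, NB2 among them. For the divergence at 96 hpf it also names a target specific to that stage as a possibility.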

Following functional enrichment analysis, the most highly enriched terms at 72 hpf were related to transaminase and transferase activity, and processes related to kinetochore complexes (ndc80) and regulation of lymphocyte differentiation at 96 hpf (Figure 7B). 

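At 96 hpf kinetochore and cell cycle genes fell, mcm2 of the replication helicase by 1.31 ± 0.09 (limma adjusted p = 3.18e-14) and pcna, the sliding clamp, by 1.19 ± 0.08 (limma adjusted p = 4.78e-14). The aminotransferase gene agxtb rose by 1.29 ± 0.28 at 72 hpf (limma adjusted p = 0.0159, and 0.0771 without trend, which ends the call) and 1.69 ± 0.28 at 96 hpf (limma adjusted p = 1.48e-05). A protease gene of inflammation, mmp9, rose by 1.75 ± 0.19 at 96 hpf (limma adjusted p = 3.59e-09). Of 44 cell cycle and kinetochore genes 38 were lower at 96 hpf and 0 higher, 38 when adjusted over the list alone (camera from limma, adjusted p = 9.2e-06 estimated). At 72 hpf 1 was lower (3; adjusted p = 0.19 with an estimated correlation, camera from limma). Transaminases were 1 higher and 0 lower of 20 at 72 hpf (2 and 0; camera from limma, adjusted p = 0.418 estimated) and 7 and 0 at 96 hpf (11 and 0; adjusted p = 0.00945 estimated, camera from limma). Immune cell genes had 4 of 31 higher and 0 lower at 96 hpf (4 and 0 over the list alone), with a camera adjusted p from limma of 0.0194 preset and 0.055 with an estimated correlation. All 3 lists were written from results the study reports for these samples, so they are not independent evidence of direction.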

The 66 overlapping DEGs between the 72 and 96 hpf timepoints showed the highest functional enrichment for transaminase and transferase activity (Supplementary Data S1).

**FIGURE 7:**
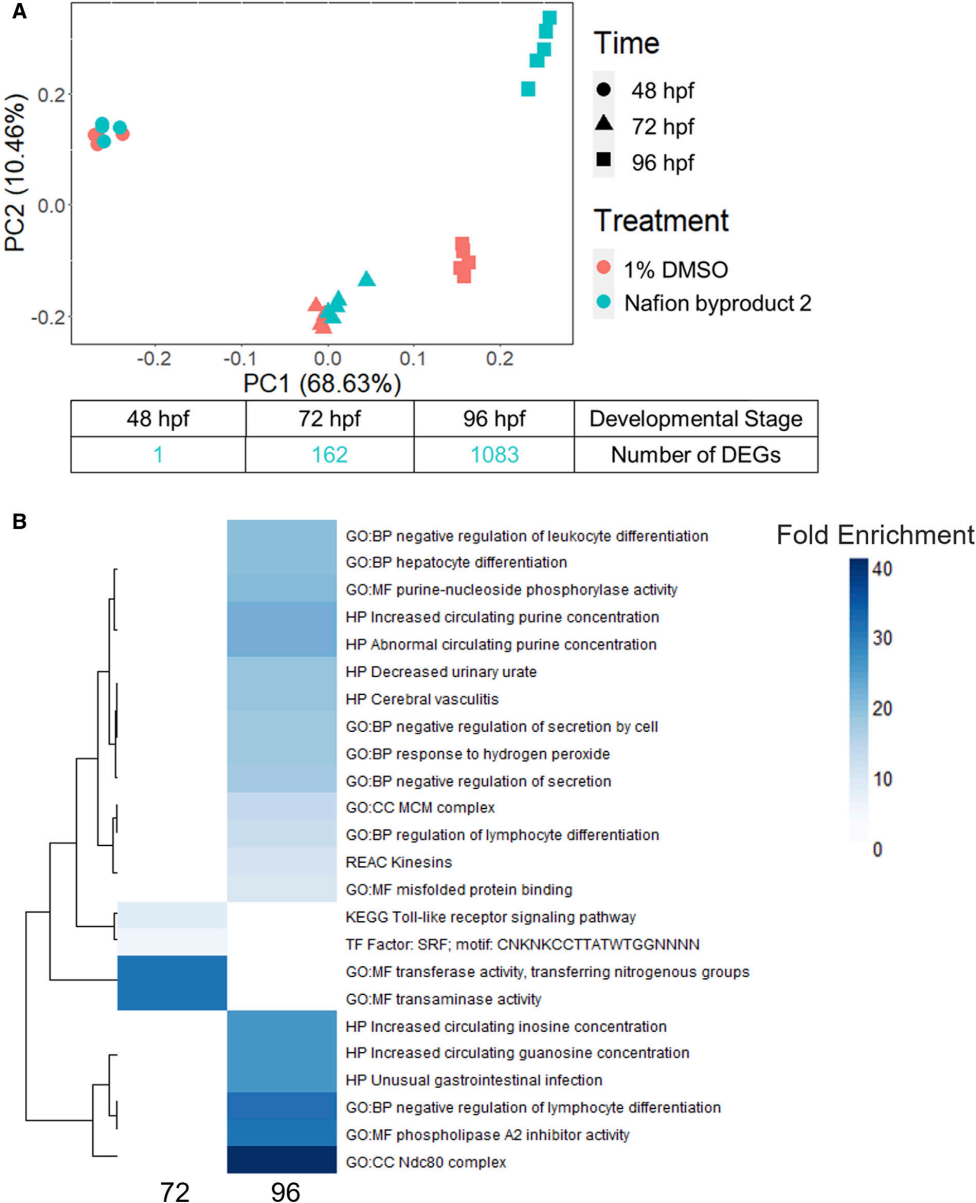
**(A)** A principal component analysis (PCA) plot of the top 10,000 most highly expressed genes across developmental stage (hours post fertilization) and treatment (control or 73 µM Nafion byproduct 2) as well as the number of differentially expressed genes (DEGs) identified at 48, 72, and 96 hpf. **(B)** The top 20 most enriched functional terms identified for Nafion byproduct two at the 72 and 96 hpf developmental stages. Darker blue indicates higher fold enrichment, although there were overlapping DEGs, significantly enriched functional terms were distinct between 72 and 96 hpf timepoints. There were four terms enriched at 72 hpf.

## 4 Discussion

While PFAS toxicity testing has increased over the past decades, there is still limited understanding of the modes of action underlying PFAS toxicity. Further characterization of PFAS modes of action is essential to 1) begin to elucidate underlying mechanisms of toxicity, 2) inform PFAS grouping schemes and toxicity prediction tools, and 3) facilitate development of adverse outcome pathways (AOPs). To address this, the present study conducted a comparative transcriptomic investigation of 15 bioactive PFAS at a single developmental timepoint (48 hpf), followed by body burden measurements of 5 of the 15 PFAS and additional temporal transcriptomic assessment of one of the 15 PFAS, NB2, across developmental stages. The 15 selected PFAS represented many key structural features of PFAS. Compounds varied in functional head groups (e.g., carboxylic acid, sulfonic acid, sulfonamide, acrylate), number of head groups (e.g., diol, diacrylate), and fluorination (e.g., continuous fully fluorinated chains, polyfluorinated with ether groups). Due to the wide range of structures, these PFAS have varying physicochemical properties (outlined by Truong et al.) but all elicited toxicity in the developmental zebrafish model (Truong et al., 2022) with exposures aimed to achieve approximately 80% any morphological effect.

NB2 was identified as bioactive and therefore investigated alongside the 14 selected PFAS from the EPA library of 139 compounds. Nominal EC_80_ values were 30 and 73 µM for subsequent sections of this study (separate stocks), compared to an EC_50_ of 118.5 µM (55 mg/L) in recent literature, also in developing zebrafish (Gui et al., 2023a). In the present study embryos were dechorionated, whereas Gui et al. conducted exposures *in ovo*, which may explain the difference between effective concentrations. The morphological effects of NB2 exposure, and lower potency relative to PFOS exposures, were similar to those identified in other recent studies (Gui et al., 2023a; Phelps et al., 2023). Additionally, abnormal behavior caused by NB2 exposures as low as 1.0 µM indicated organismal-level effects even at lower, sub-teratogenic concentrations. Given its emergence as a contaminant of interest in recent years, combined with its bioactivity, evaluating NB2 developmental toxicity in the standardized system used to test the EPA PFAS library was important and added to the structural diversity of the present transcriptomic investigation (Kotlarz et al., 2020).

The morphological response profiles of two compounds, 1H,1H,5H,5H-Perfluoro-1,5-pentanediol (PFAS 14) and 1H,1H,6H,6H-Perfluorohexane-1,6-diol diacrylate (PFAS 15), both characterized by diacrylate functional groups and only differing by one -CF_2_- moiety (Table 1), were not conducive to phenotypic anchoring. These compounds induced high mortality by 24 hpf, before samples could be collected for transcriptomics at 48 hpf. The limited volume of stock remaining from the quantity obtained with the EPA library did not allow for extensive testing of these steep concentration-response curves. Within our paradigm, exposures to sub-teratogenic concentrations for both PFAS 14 and 15 did not yield differential gene expression compared to controls. Other studies, utilizing the same experimental paradigm, have also noted a lack of or low number of DEGs following chemical exposure to sub-teratogenic concentrations (Shankar et al., 2019; Rericha et al., 2022). Further testing of PFAS 14 and 15 and additional diacrylate PFAS, particularly focusing on toxicity and transcriptional response prior to 24 hpf, is warranted. Evidence of fluorotelomer acrylate compound biotransformation into potentially toxic intermediates in various models further highlights the need to better understand the biological lability and toxicity of structurally diverse PFAS with acrylate functional groups, particularly in developing organisms (Butt et al., 2010; Joudan et al., 2020). Despite challenges with these diacrylate compounds, phenotypic anchoring of early transcriptomic measurements was achieved for the remaining 13 PFAS.

Phenotypically anchored PFAS exposures (PFAS 1–13) resulted in a broad range of DEG counts, from 0 to 3,715 (adjusted *p*-value threshold of 0.05 with no fold change threshold). Despite relatively low DEG counts for several compounds, PFAS 7–13 elicited between 270 and 3,715 DEGs. One comparative approach to interpret the transcriptomic data was to contextualize trends in DEGs based on knowledge of chemical structures. Fluorinated chain length did not appear to influence the number of DEGs induced or the clustering of gene expression profiles (Figure 3). For instance, PFAS 1, 3, 6, 10, and 13 all have chains of 8 continuous perfluorinated carbons. The first three PFAS induced 0, 8, and 42 DEGs, whereas the second two induced over 3,000 DEGs each. On the other hand, similar gene expression clustering was apparent based on similarities in functional head group, particularly between sulfonate or sulfonamide PFAS when other structural features were also alike. 

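Against PFAS 3, a sulfonate, PFAS 10, a sulfonamide of equal length, had lower rs1a, which holds photoreceptors together: PFAS 3 was 2.60 ± 0.33 above it (edgeR adjusted p = 6.58e-09). GNB3, of cones, was 2.57 ± 0.25 above it as well (edgeR adjusted p = 1.86e-12), and hsp70.3, of the heat shock response, stood at -5.39 ± 0.43 (edgeR adjusted p = 9.55e-16). PFAS 1, whose 9-carbon chain carries a carboxylic acid, gave no call in its comparison with controls; its crygm2d12, a lens crystallin, was at -0.36 ± 0.11 with an edgeR adjusted p of 0.991. Set directly against each other, PFAS 3 at 13.8 µM and PFAS 10 at 8 µM differed in 2457 genes at an edgeR adjusted p under 0.05, 1247 higher and 1210 lower in PFAS 3, and DESeq2 called 2723. For 52.7% of the 21928 genes the 95% interval of the log2 difference lies within 1 either way. Proteasome subunits were higher in PFAS 3, 37 of 45 and 38 when adjusted over the list alone (camera from limma, adjusted p = 0.000594 estimated). Hypoxia genes were lower, 15 of 44 and 2 higher (20 and 2; adjusted p = 0.00168 estimated, camera from limma). The first list was written from results the study reports for these samples and is not independent evidence of direction. Head group and dose both differ between the 2 chemicals.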

PFAS 3 (PFOS) and 5 (PFHpS) both contain sulfonate head groups, with only one -CF_2_- moiety different between the two. Both compounds elicited an average of greater than 80% incidence any morphological effect at 120 hpf but caused only 8 and 13 DEGs at 48 hpf, with 6 DEGs common to both. 

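The small heat shock gene hspb9 rose by 2.27 ± 0.38 in PFAS 5 (edgeR adjusted p = 0.00177), PRKG1, the cGMP-dependent kinase, by 0.91 ± 0.16 (edgeR adjusted p = 0.00177) and NR4A1, an immediate early gene, by 1.02 ± 0.20 (edgeR adjusted p = 0.00743). All 3 are among the genes called in PFAS 3. The rest of the overlap is ponzr4, at 1.56 ± 0.30 in PFAS 3 and 1.50 ± 0.32 in PFAS 5, with ponzr3, TOB1 and DHRS13 (ENSDARG00000111240), a dehydrogenase gene at 1.00 ± 0.20 in PFAS 3 and 1.06 ± 0.21 in PFAS 5. In PFAS 5 the calls of ponzr4 and ponzr3 end in DESeq2 (adjusted p = 0.0676 and 0.0872) and in edgeR with the collection day as a block (adjusted p = 0.188 and 0.203). Of 14 genes called in either, 7 were called in both, all higher. The overlap leans on single libraries. PFAS 5 has 0 calls without its replicate 2 and 2 without its replicate 3, and PFAS 3 has 4 without its replicate 4. The SRF targets and cytoskeletal stress list had 2 and 1 of 37 higher when adjusted over the list alone, 0 over all genes. Its camera adjusted p from limma was 7.98e-07 and 0.000416 preset, and 0.0997 and 0.317 with an estimated correlation. That list was written from results the study reports for these samples and is not independent evidence of direction. The fold changes of the 2 chemicals correlated at r = 0.334 where shared controls alone give a mean of 0.379, a covariance above the simulated one of 0.00309. Directly compared, PFAS 3 at 13.8 µM and PFAS 5 at 100 µM differed in 0 genes in edgeR at an adjusted p under 0.05 and 0 in DESeq2, with 873 at an unadjusted p under 0.05 in edgeR. Without PFAS 5 replicate 4 it is 1, and with replicate 1 of PFAS 5 added it is 1. The 95% interval of the log2 difference lies within 1 either way for 56.1% of the genes. Such an interval still allows smaller differences, so equal expression is not shown.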

PFAS 6, 10, and 11 have sulfonamide head groups, with 8, 8, and 6-fluorinated-carbon chains, respectively. PFAS 10 (FOSA) and 11 (FHxSA) both elicited over 3,000 DEGs and shared 31% of their cumulative DEGs, with highly similar patterns of increased and decreased gene expression (Figure 3). In a recent study also considering PFAS of a variety of structural categories, FHxSA exhibited the lowest transcriptomics-based point of departure compared to compounds such as PFOS in *Daphnia manga* (Villeneuve et al., 2024). Despite high structural similarity, PFAS 6 (n-ethyl perfluorooctane sulfonamide; EtFOSA) elicited far fewer DEGs (42) in the present study. 

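Under EtFOSA KLF3, a transcription factor, rose by 0.89 ± 0.13 (edgeR adjusted p = 0.000111), NR4A1 by 1.07 ± 0.18 (edgeR adjusted p = 0.000906). ANKRD9 rose by 1.84 ± 0.32 (edgeR adjusted p = 0.000906), PCK1, of gluconeogenesis, by 1.21 ± 0.28 (edgeR adjusted p = 0.0441) and RHCG (ENSDARG00000003203), an ammonium channel, by 2.84 ± 0.64 (edgeR adjusted p = 0.0328). With the collection day as a block the edgeR adjusted p of PCK1 is 0.132 and that of RHCG 0.244, which ends both calls. Against PFAS 10, the unsubstituted sulfonamide, PFAS 6 had lower HSP90AA1, by -4.04 ± 0.31 (edgeR adjusted p = 1.75e-16), and higher GNB3, of cones, by 1.95 ± 0.25 (edgeR adjusted p = 1.48e-08). edgeR called 23 genes for PFAS 6 over 4 libraries, all higher, 13 without PFAS 6 replicate 4, and DESeq2 called 41. Notch pathway genes had 1 of 33 higher, 4 over the list alone (camera from limma, adjusted p = 2.35e-06 preset and 0.0152 estimated). That list was written from results the study reports for these samples and is not independent evidence of direction. Directly compared, PFAS 6 at 100 µM and PFAS 10 at 8 µM differed in 1784 genes at an edgeR adjusted p under 0.05, 903 higher and 881 lower in PFAS 6, and in 1108 without PFAS 10 replicate 1. For 53.9% of genes the 95% interval of the log2 difference lies within 1 either way. Mitochondrial transcripts were higher in PFAS 6, 10 of 13 and 11 when adjusted over the list alone (camera from limma, adjusted p = 0.00322 estimated). With such different doses the ethyl group and the dose are not separated.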

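ATF3, the stress transcription factor, rose by 1.20 ± 0.25 in PFAS 6 (edgeR adjusted p = 0.0122), a call that ends with the collection day as a block (edgeR adjusted p = 0.0674). The sarcomere gene tcap rose by 2.69 ± 0.52 (edgeR adjusted p = 0.00443) and by 2.52 ± 0.53 in PFAS 11, a PFAS 6 call that ends without its replicate 2. The Notch target her4.1 rose by 0.57 ± 0.13 in PFAS 6 (edgeR adjusted p = 0.0328). Of the 23 genes edgeR called in PFAS 6, 19 were also called in PFAS 10, 12 in PFAS 11 and 19 in at least 1 of these, all of them higher in both exposures. Independent lists would give 2.34 genes for PFAS 10 or 11 together. Shared controls link these lists: r over all genes was 0.354 with PFAS 10 and 0.357 with PFAS 11, below the 0.379 of unchanged simulated groups, with 0.0258 and 0.0254 of covariance above the simulated one. No split of the controls was made for PFAS 6.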

Of PFAS 6’s DEGs, 35 were shared with either PFAS 10, PFAS 11, or both.

Presence of alcohol functional groups or identification as a polyether compound did not predict clustering based on gene expression, possibly due to various structural differences. PFAS 7 and 13, both diols with eight fluorinated carbons, did not cluster together based on gene expression profiles (Figure 3). 

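The 2 diols part over the eye and over dividing cells. The gene prr35 was 4.36 ± 0.32 higher in PFAS 7 than in PFAS 13 (edgeR adjusted p = 2.32e-18), rs1a, of photoreceptors, 4.49 ± 0.40 higher (edgeR adjusted p = 6.04e-15), and her2, the Notch target, -2.03 ± 0.21 (edgeR adjusted p = 6.29e-12). The lens crystallin crygm2d7 was at -2.60 ± 0.12 in PFAS 13, and CCNB1, the mitotic cyclin, at 0.87 ± 0.10 (edgeR adjusted p = 1.62e-10). Directly compared, PFAS 7 at 39.7 µM and PFAS 13 at 25 µM differed in 2809 genes at an edgeR adjusted p under 0.05, 1552 higher and 1257 lower in PFAS 7, and DESeq2 called 3036. The 95% interval of the log2 difference lies within 1 either way for 51.2% of the genes. Lens crystallins were higher in PFAS 7, 35 of 44 and 37 over the list alone (camera from limma, adjusted p = 6.94e-05 estimated). Cell cycle and kinetochore genes were lower, 41 of 47 and 44 (adjusted p = 5.24e-08 estimated, camera from limma). Both lists were written from results the study reports and are not independent evidence of direction. Against controls, r between the 2 exposures was 0.313, with a covariance of 0.0137 above the simulated one, 108 shared genes where independent lists give 12.7 and 3.4 higher and lower in both, and 54 or 43 with the controls split.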

Polyether compounds PFAS 2, 4, and 8 did not have similar numbers of DEGs that would enable comparisons. 

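PFAS 8 and 9 differ in skeleton and ion transport. MATN1 fell against controls in both exposures, at -2.61 ± 0.46 in PFAS 8, and is not given as a gene that sets them apart. A chloride cotransporter gene of ionocytes, slc12a10.2, was 1.86 ± 0.37 higher in PFAS 8 than in PFAS 9 (edgeR adjusted p = 0.00131), as was TRPV6, the calcium channel of ionocytes, by 1.75 ± 0.40 (edgeR adjusted p = 0.00779). MMP9, a protease of inflammation, was -2.16 ± 0.51 in PFAS 8 relative to PFAS 9 (edgeR adjusted p = 0.0102), a call that ends without PFAS 8 replicate 3 or PFAS 9 replicate 2. They share 411 called genes, 162 higher in both, 245 lower in both and 4 opposite, where independent lists would give 14.1 and 14.6 higher and lower in both. Over all genes r was 0.426, beside up to 0.424 in simulated groups without change, 0.104 with the controls split, and the covariance above the simulated one 0.068; with split controls 174 or 169 genes were shared. Directly compared, PFAS 8 at 53 µM and PFAS 9 at 62 µM differed in 292 genes at an edgeR adjusted p under 0.05, 193 higher and 99 lower in PFAS 8. They differed in 194 without PFAS 8 replicate 4 and 153 without PFAS 9 replicate 3, and DESeq2 called 436. For 56.3% of the genes the 95% interval of the log2 difference lies within 1 either way. Cartilage and bone genes were higher in PFAS 8, 9 of 32 and 12 over the list alone (camera from limma, adjusted p = 2.08e-06 estimated), and so were ionocyte genes, 5 of 24 and 7 (adjusted p = 6.9e-06 estimated, camera from limma).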

Finally, some compounds with relatively distinct structures, such as PFAS 8 (1H,1H,11H,11H-Perfluorotetraethylene glycol) and 9 (2,2,3,3-Tetrafluoropropyl acrylate), elicited similar DEG profiles based on clustering (Figure 3). Ultimately, some similarities between PFAS-induced gene expression were predictable based on PFAS structure, but no universal trends or sole driving structural features were identified.

Despite structural differences among the most transcriptionally disruptive PFAS (8–13), 192 DEGs were common among all exposures. These 192 DEGs were associated with functional enrichment terms related to brain and nervous system development, as well as general metabolic and biosynthetic processes. The 192 genes may be downstream transcriptional responses caused by the general disruption of development. Further investigation is needed to determine whether these common genes and associated biological processes are initiating drivers of toxicity or later key intermediate events leading to adverse outcomes. It is also possible that some transcriptional changes observed may have no functional or phenotypic consequence. Employing a phenotypically anchored paradigm for transcriptomics across a variety of compounds in a single, complex system, as done in this study, is an important step towards understanding biologically relevant transcriptional effects of PFAS exposures. However, further elucidation of mechanisms is essential to identify whether specific DEGs are players in initiating mechanisms and key events. Similarities, and also the many differences, in disrupted biological processes after PFAS exposures can provide insight into toxic modes of action at a higher level than individual genes and contribute to characterization among compounds.

Considering functional enrichment analysis across PFAS 7–13, similar terms were enriched following numerous PFAS exposures, though it is difficult to determine trends associated with PFAS structure. Processes related to sodium and potassium ion transport and homeostasis, as well as nervous and sensory system development (e.g., axon development, neuron projection development, eye morphogenesis, retina development in camera-type eye) were generally common for most of the PFAS exposures. 

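Synaptic genes fell across the exposures, with ELAVL4, an RNA-binding protein of young neurons, at -0.52 ± 0.07 in PFAS 9 (edgeR adjusted p = 7.21e-08) and -0.90 ± 0.07 in PFAS 11 (edgeR adjusted p = 1.03e-16). SNAP25 (ENSDARG00000058117), of vesicle fusion, stood at -1.21 ± 0.14 in PFAS 13 (edgeR adjusted p = 1.66e-10). The gene crx (ENSDARG00000011989), the photoreceptor factor, stood at -0.82 ± 0.11 in PFAS 8 (edgeR adjusted p = 5.41e-07) and -2.81 ± 0.13 in PFAS 13 (edgeR adjusted p = 2.77e-29). The calcium sensor gene rcvrna of photoreceptors stood at -1.88 ± 0.35 in PFAS 10 (edgeR adjusted p = 3.33e-05). Of 34 synaptic neuron markers 7, 11, 9, 22, 10 and 17 were lower in PFAS 8 to 13 and 0, 1, 2, 1, 2 and 1 higher, 10, 14, 12, 25, 11 and 21 lower when adjusted over the list alone. The list passed camera from limma in all 6 with both correlations, the largest adjusted p with an estimated correlation being 0.0392. Phototransduction genes passed in 5 of them, with 3, 7, 7, 9 and 10 of 33 lower in PFAS 8, 9, 10, 11 and 13 and none higher (6, 11, 9, 9 and 11 over the list alone). They did not in PFAS 12 (camera from limma, adjusted p = 0.757 estimated). Lens crystallins, listed from the paper's supplement and not independent evidence of direction, were lower for 27 of 44 in PFAS 8, 32 in PFAS 9, 23 in PFAS 10, 29 in PFAS 11 and 3 in PFAS 12, where 1 was higher (35, 34, 26, 34 and 3 over the list alone). PFAS 10 and 12 have a camera adjusted p from limma of 0.119 and 0.773 with an estimated correlation. Of the sodium pump genes atp1a3a fell in PFAS 9, 10 and 12 as well, at -0.52 ± 0.07, -0.49 ± 0.07 and -0.84 ± 0.07. Whole pools were sequenced, so fewer cells of a type and less transcript per cell look the same.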

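The embryonic globin gene hbbe3 rose by 1.03 ± 0.19 in PFAS 8 (edgeR adjusted p = 0.000277). SPTB, of the red cell skeleton, rose by 0.43 ± 0.14 in PFAS 10 (edgeR adjusted p = 0.0206), a call that ends without PFAS 10 replicate 1 or 2, while hbae3 fell by 1.00 ± 0.18 in PFAS 9 (edgeR adjusted p = 3.01e-05). The vessel scavenger receptor stab2 rose by 0.90 ± 0.19 in PFAS 10 (edgeR adjusted p = 0.000186) and 0.94 ± 0.19 in PFAS 11 (edgeR adjusted p = 8.12e-05). The natriuretic peptide gene nppb of the heart rose by 1.49 ± 0.31 in PFAS 10 (edgeR adjusted p = 0.000192). In muscle, myhz2 fell by 0.94 ± 0.08 in PFAS 11 (edgeR adjusted p = 6.17e-16) and ACTA1 (ENSDARG00000055618), skeletal actin, by 1.43 ± 0.12 (edgeR adjusted p = 1.29e-15). Erythroid genes had 1 of 22 higher and 0 lower in PFAS 8, 1 and 0 in PFAS 10 and 0 and 10 in PFAS 9 (1 and 0, 1 and 0, 1 and 12 over the list alone). They have a camera adjusted p from limma of 0.473, 0.754 and 0.199 with an estimated correlation. Endothelial genes rose in PFAS 10 and 11, 8 and 6 of 25 higher and none lower (9 and 6 higher over the list alone; camera from limma, adjusted p = 0.00794 and 0.00491 estimated). They rose in PFAS 12 and 13 as well, 4 and 6 (4 and 8; adjusted p = 0.0452 and 0.00779 estimated, camera from limma), the PFAS 12 call ending with the collection day as a block (camera from limma, adjusted p = 0.0532). Skeletal muscle genes fell in PFAS 11, 18 of 32 lower and 0 higher (20 and 3; camera from limma, adjusted p = 0.00351 estimated). Heart genes had 6 of 24 higher in PFAS 10 and 2 in PFAS 8 (6 and 5 over the list alone), where the camera adjusted p from limma is 0.0534 and 0.0897 with an estimated correlation.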

Several PFAS altered genes associated with circulatory system and muscle development and cell differentiation, as well as erythrocyte differentiation and homeostasis (PFAS 8 and 10) and blood vessel and vascular development (PFAS 11). Previous RNA-seq studies in developing zebrafish identified disruptions in lipid metabolism, cellular homeostasis, cardiac function and development, and immune functions (Martinez et al., 2019; Sant et al., 2019; Christou et al., 2020; Dasgupta et al., 2020; Lee et al., 2021; Chen et al., 2022; Rericha et al., 2022). To our knowledge, PFAS 3 (PFOS), PFAS 10 (FOSA), and PFAS 2 (NBS) are the PFAS from the present study that have been previously investigated using RNA-seq in zebrafish (Gui et al., 2023a; Rericha et al., 2023). PFAS 3 (PFOS) elicited 8 DEGs and did not enable functional enrichment analysis, despite having been associated with high transcriptional alterations and a range of disrupted biological pathways in other recent studies. 

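Single genes of lipid use did change. CPT1B, the gate of fatty acids into mitochondria, rose by 1.29 ± 0.18 in PFAS 10 (edgeR adjusted p = 5.45e-08) and fell by 1.04 ± 0.20 in PFAS 13 (edgeR adjusted p = 5.34e-05). UCP1, the mitochondrial uncoupler, rose by 1.71 ± 0.21 in PFAS 11 (edgeR adjusted p = 8.49e-10). The desaturase gene scdb fell by 1.13 ± 0.12 in PFAS 12 (edgeR adjusted p = 1.76e-11). The gene of the enzyme that inactivates thyroid hormone, dio3b, rose by 0.88 ± 0.17 in PFAS 10 (edgeR adjusted p = 6.78e-05) and the pituitary hormone prl by 2.25 ± 0.51 in PFAS 13 (edgeR adjusted p = 0.000529). Lysozyme gene lyz, of neutrophils and macrophages, fell by 0.76 ± 0.13 in PFAS 9 (edgeR adjusted p = 2.38e-05). PPAR targets and fatty acid oxidation genes had 8 of 37 higher and 3 lower in PFAS 10 and 4 and 11 in PFAS 13 (8 and 3, 4 and 14 over the list alone). They have a camera adjusted p from limma of 0.381 and 0.184 with an estimated correlation, and that of PFAS 13 is 0.0654 with the collection day as a block. Fatty acid and triglyceride synthesis genes had 2 of 21 higher and 4 lower in PFAS 10 (3 and 5; camera from limma, adjusted p = 0.527 estimated). Thyroid and endocrine genes had 2 of 14 and 3 in PFAS 11 (2 and 3, camera from limma, adjusted p = 0.659 estimated). Immune cell genes had 4 of 27 and 0 in PFAS 13 (4 and 0, camera from limma, adjusted p = 0.325 estimated). The immune list was written from results the study reports and is not independent evidence of direction. Cholesterol synthesis genes, a list of the same origin, fell in PFAS 8 too, 6 of 26 lower (7 over the list alone, camera from limma, adjusted p = 0.00503 estimated). HSD17B7, a sterol reductase, stood at -0.76 ± 0.19 (edgeR adjusted p = 0.0118), which is lost without PFAS 8 replicate 4.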

While presently identified biological processes perturbed by PFAS exposures generally align with the literature, pathways overtly related to lipid synthesis, transport, and metabolism, immune response, and the endocrine system (Rericha et al., 2023) were not observed in our datasets, though PFAS 7 exposure did alter genes associated with regulation of lipid localization and cholesterol biosynthetic process. The absence of altered biological processes commonly associated with PFAS exposures may be a result of the developmental timepoint selected for transcriptomic sampling (48 hpf). For instance, the liver is frequently identified as a target of PFAS toxicity with specific disruptions targeting lipid metabolism (Wang et al., 2022); at 48 hpf the zebrafish liver is nearing completion of the budding phase of development (Field et al., 2003). It is possible that liver toxicity and lipid dysregulation following PFAS exposures may occur later in development as the liver enters its growth phase at 50 hpf (Field et al., 2003), though others observed dysregulated transcripts related to hepatotoxicity as early as 14 and 24 hpf in zebrafish exposed to FOSA (Dasgupta et al., 2020). Direct comparisons between studies were difficult owing to experimental differences, such as mRNA sampling timepoint. In addition to mRNA sampling as early as 14 hpf (Dasgupta et al., 2020), others sampled at 120 hpf, compared to 48 hpf in the present study. Challenges arising from extrapolation of data between exposure and collection paradigms demonstrate the importance of the present study, which investigated 15 PFAS in a single system. Overall, the lack of DEGs after PFOS exposure was not atypical based on our findings as a whole; in fact, we saw several examples of PFAS that induced significant morphological effects by 120 hpf but little to no differential gene expression at 48 hpf.

Two phenotypically anchored compounds (PFAS 1 and 2) elicited 0 DEGs, and several others (PFAS 3–6) induced only a small number of DEGs at 48 hpf. While lack of both morphological effects and transcriptomic response would be biologically reasonable, the occurrence of a morphological phenotype paired with a lack of transcriptional changes required further interpretation. In previous studies of other chemical classes, robust morphological effects (120 hpf) were typically preceded by significant transcriptional changes at 48 hpf (Shankar et al., 2019; Dasgupta et al., 2021). This phenotypic anchoring paradigm enables investigation of early transcriptional changes that may be closer to molecular initiating events leading to toxicity. However, this paradigm did not yield differential gene expression for several PFAS and therefore may not be ideal for some compounds of this chemical class. Potential explanations for the discordance between DEGs and morphological effects may be that some PFAS only reach an internal concentration at the threshold of toxicity later in development due to toxicokinetic factors, perhaps biological targets of PFAS toxicity not being expressed until later in development, or a combination of the two. To further investigate, interrogation of body burden and transcriptional response across developmental stages for select PFAS was performed.

Body burden measurements of PFAS 2, 3, 5, 10, and 11 (NB2, PFOS, PFHpS, FOSA, and FHxSA, respectively), with all exposures eliciting at least 63% incidence of any morphological effect, revealed no qualitative positive relationship between DEGs and higher internal chemical concentration by 48 hpf. PFAS 2, 3, and 5 (sulfonic acid functional groups) exposures at their target EC_80_s elicited 0, 8, and 13 DEGs, far fewer than the >3,000 induced by PFAS 10 and 11 (sulfonamide functional groups). However, the sulfonic acid PFAS were measured at higher internal concentrations at 48 hpf, ranging from 42–94 ng/mg bw, compared to the sulfonamides measured at 5.3–45 ng/mg bw (Figure 6). Considering these results, the sulfonamides FOSA and FHxSA are particularly potent inducers of transcriptional changes early in development, despite lower internal concentration compared to other selected compounds.

Considering average internal concentrations across developmental stages, those of the sulfonic acid PFAS 2, 3, and 5 continuously increased from 24 to 96 hpf, while the sulfonamide PFAS 10 and 11 were relatively lower and stable across time (Figure 6; Supplementary Table S9). Increasing sulfonic acid PFAS body burdens were supported by existing literature for zebrafish exposed *in ovo* to PFOS (Vogs et al., 2019), but the lower sulfonamide PFAS concentrations were not in alignment with previous literature. Han et al. identified perfluoro-3,6,9-trioxatridecanoic acid (PFAS 4), then FOSA (PFAS 10) and PFOS (PFAS 3) as particularly bioaccumulative with the highest bioconcentration factors (BCFs) of 74 PFAS tested. Present findings concur with the high bioaccumulation potential of PFOS compared to other PFAS. However, the relatively low internal concentrations of FOSA during this developmental period up to 120 hpf was unexpected, possibly the result of chemical-induced toxicity.

BCF values (steady state) were calculated for the present study (Supplementary Table S10) to enable precursory comparison to the literature and were lower than in several other studies (Menger et al., 2019; Vogs et al., 2019; Han et al., 2021), with several potential explanations. Firstly, nominal instead of measured exposure concentration was used for all calculations. Additionally, unlike other studies, we intentionally conducted exposures at relatively higher nominal concentrations shown to cause morphological effects to match phenotypic anchoring in transcriptomic experiments. Therefore, biological systems important for typical toxicokinetics may have been affected in the fish at 120 hpf and earlier timepoints, and direct BCF comparisons between studies may not be appropriate. Furthermore, higher concentrations have previously been shown to elicit lower BCF, and other experimental factors such as whether embryos remained in the chorion, the ratio of number of embryos to exposure medium, and duration of exposure (5 or 6 days) may greatly affect BCF values (Menger et al., 2019; Vogs et al., 2019). Finally, an important note is that exposures and toxicokinetics in developing zebrafish experiments typically do not represent steady state conditions, though many studies calculate a steady state BCF. Kinetic BCF (Satbhai et al., 2022) may be more appropriate but was not calculated presently because of the expectation of morphological effects in our experiment and to enable comparison to steady state BCF values from the literature. Overall, within our experimental paradigm, the most effective means to investigate trends between body burden and transcriptional changes over time was to focus on the measured internal concentrations.

Given increasing internal concentrations of sulfonic acid PFAS over time, phenotypic anchoring (120 hpf), and the lack of DEGs at 48 hpf, we hypothesized that significant transcriptional response would occur later in development, closer to the onset of adverse effects in the animals. To test this, the trajectory of transcriptional response across developmental stages for NB2, a polyether sulfonic acid PFAS, was investigated. While NB2 exposure induced minimal DEGs at 48 hpf, it led to robust transcriptional response by 96 hpf with 1,083 DEGs identified (Figure 7A). The increased number of DEGs from 48 to 96 hpf reflected the increasing trend in internal concentration of NB2 between 48 and 96 hpf. However, as the internal concentration lacked statistical significance (adjusted *p*-value: 0.77); Supplementary Table S9), the divergence in transcriptomic profiles at 96 hpf may also stem from the emergence of a developmental stage-specific biological target. The most enriched molecular function (MF) at 96 hpf was phospholipase A2 (PLA2) inhibitor activity, where PLA2 plays a role in both lipid metabolism and inflammation (Farber et al., 1999). Interestingly, the most enriched biological process (BP) was negative regulation of lymphocyte differentiation, and previous studies have shown that PFOS, another sulfonic acid PFAS, altered lymphocyte subpopulations where exposed rats showed lower leukocyte counts (Ehrlich et al., 2023). Other recent studies in developing zebrafish identified enriched biological pathways related to lipid homeostasis, such as triglyceride and neutral lipid catabolic and metabolic processes, intestinal homeostasis and more in 120 hpf zebrafish (Gui et al., 2023b). Additionally, transaminase activity showed the highest fold enrichment for the 66 overlapping DEGs between 72 and 96 h and is typically used as a marker of liver toxicity but plays a role in many different biological processes (Kobayashi et al., 2020). It is important to note that the functional disruptions identified for NB2 would have otherwise been missed if transcriptomic assessments were only performed at 48 hpf, prior to the onset of liver growth and other important physiological structures that possess potential biological targets.

The current study assessed phenotypically anchored transcriptomic response to a set of structurally diverse PFAS, many of which had not previously been investigated using RNA-seq in zebrafish. Conducting such a study in a single, standardized, *in vivo* model enabled direct comparison of altered gene expression and disrupted biological pathways between compounds in a complex system. Differences in gene expression profiles and disrupted biological processes suggested that PFAS caused toxicity on different time courses or potentially through differing modes of action. It was necessary for all transcriptomic measurements to be performed using whole embryo or larvae homogenates due to the small size of embryos. The lack of tissue-specific insight and the systemic nature of the resulting DEGs and functional enrichment analyses should be noted while interpreting this dataset. We also acknowledged that PFAS metabolism was not directly addressed in the present study. A couple of the PFAS selected for the body burden investigation are terminal degradation products (e.g., PFOS and PFHpS). However, sulfonamide PFAS can be metabolized into sulfonic acids in zebrafish (e.g., FOSA to PFOS, and EtFOSA to FOSA to PFOS) (Han et al., 2021), though any amounts of PFOS in the Group B (FOSA and FHxSA) body burden samples were below the LOD. In Group B, an increase of PFHxS, a potential metabolite of FHxSA, was observed over time. Concentrations of PFHxS rose above the LOQ to concentrations of 160,000–178,000 ng/L (3.9–4.3 ng/mg bw if assuming the source of PFHxS is solely from the twenty fish exposed to FHxSA) in two out of the three replicates, but only at 120 hpf. Internal chemical concentrations, including any potential metabolism, for samples used in the transcriptomic portions of this study were not assessed. Future studies should conduct transcriptomics at multiple developmental timepoints between 24 and 120 hpf while also measuring internal concentrations if possible. Conducting multi-omics investigations incorporating proteomics and metabolomics may provide further insight into modes of action and potential mechanisms of toxicity. As more ‘omics data is generated for structurally diverse PFAS, interpretation of findings into modes of action, adverse outcome pathway frameworks, and characterization among compounds will be possible.

## 5 Conclusion

Developmental exposures to structurally diverse PFAS in zebrafish and anchoring of the ensuing teratogenic responses to the underlying transcriptomic changes revealed a broad range of gene expression profiles. Phenotypically anchored PFAS exposures induced DEG counts ranging from 0 to 3,715. While there were similarities in transcriptional changes between PFAS, such as between FOSA and FHxSA, stark differences in DEGs were also apparent. Commonly perturbed biological processes across many of the PFAS were generally related to ion homeostasis, nervous, sensory, and circulatory system development, and muscle development, while some processes were unique to specific PFAS. Lack of DEGs at 48 hpf despite teratogenic effects at 120 hpf following some PFAS exposures, including NB2, PFOS, and PFHpS, may be partially explained by lower internal concentrations early in development that steadily increased through 96 hpf. NB2 transcription also increased from minimal DEGs at 48 hpf to 1,083 at 96 hpf. Our standardized paradigm for transcriptomic investigation of early molecular changes leading to organismal-level effects was well-suited to begin to elucidate modes of action between many PFAS, though some will require additional transcriptomics across developmental stages to better understand their toxicology.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Diverse PFAS produce unique transcriptomic changes linked to developmental toxicity in zebrafish
**Source:** Front Toxicol. 2024 Jul 22;6:1425537. doi: 10.3389/ftox.2024.1425537
**Supplement:** Supplementary file 1

Spreadsheets and Tabs:

- **15_PFAS_Transcriptomics_holdback_plates_Morphology:** Raw data from hold back plates for the transcriptomic investigation of 15 PFAS.
  - Mortality & Morphology: See Data Type descriptions below.
  - Corresponding RNA-seq sampling: Spreadsheet of metadata for the samples used for the 15 PFAS RNA-sequencing, specifically which replicates were exposed on each day to enable mapping back to representative hold back plates by date of exposure.
- **15_PFAS_Normalized_Counts:** Normalized counts obtained from DESeq2 (variance stabilized) after data pre-processing and outlier removal.
- **15_PFAS_Differential_Gene_Expression_DEGs+gProfiler:** Differential expression analysis output from DESeq2 with each PFAS analyzed against their respective control based on Exposure Round described in the manuscript. This spreadsheet has results filtered to only include DEGs as defined by an adjusted p-value less than 0.05. Functional enrichment analysis output from gProfiler using default settings and inputting DEGs for PFAS with sufficient DEGs to enable the analysis (7-13).
  - One tab for each PFAS that elicited DEGs and the coinciding functional enrichment terms.
  - Final tab for the 192 shared DEGs among PFAS 8-13.
- **5_PFAS_Body_Bruden_Results_and_Calculations:** Raw data from hold back plates for the body burden investigation of PFOS, PFHpS, NB2, FOSA, and FHxSA. See Data Type descriptions below, with an additional metadata column (For.sampling.timepoint) that indicates for which sampling timepoint the hold back plate is representative. Internal concentration measurements and calculations for body burden investigation of PFOS, PFHpS, NB2, FOSA, and FHxSA with associated sampling data necessary to calculate ng PFAS/average mg bodyweight.
  - Measured- ng per L: Analytical measurements for internal concentration (ng/L).
  - Fish pooled per sample: Number of fish pooled per sample following Group A and Group B pooling described in the manuscript. This information was used to calculate ng PFAS per individual fish.
  - Average bodyweight at lifestage: Fish were pooled and weighed in replicates at all life stages assessed during body burden investigation (24-120 hours post fertilization). The average bodyweight (wet weight) for each life stage was used to calculate ng PFAS/average mg bodyweight.
  - Calculated- ng PFAS per sample: ng PFAS/sample (200µL volume) was calculated.
  - Calculated- ng PFAS per mg bw: ng PFAS/average mg bodyweight was calculated for each sample following the assumptions described in the manuscript.
- **Nafion_byproduct_2_morphology:** Raw data from the initial developmental toxicity assessment of Nafion byproduct 2 (NB2).
  - Mortality & Morphology: See Data Type descriptions below.
  - Behavior- EPR: Embryonic Photomotor Response Assay data. See Data Type descriptions below.
  - Behavior- LPR: Larval Photomotor Response Assay data. See Data Type descriptions below.
  - New NB2 Stock Mort & Morph: Raw data from the mortality and morphological screening done for new NB2 stocks meant for the developmental stage RNA-sequencing.
- **Nafion_byproduct_2_DEGs+gProfiler:** Differential expression analysis output from DESeq2 with nafion byproduct 2 (NB2) analyzed against the respective control from the NB2 developmental stage exposures described in the manuscript. Functional enrichment analysis output from gProfiler using default settings and inputting DEGs for NB2 developmental stages with sufficient DEGs to enable analysis.
  - Normalized_Gene_Exp_Levels: Normalized read counts output from DESeq2.
  - DEGs_Naf_v_DMSO_48hpf: 48 hpf results filtered to only include DEGs as defined by an adjusted p-value less than 0.05 compared to controls.
  - DEGs_Naf_v_DMSO_72hpf: 72 hpf results filtered to only include DEGs as defined by an adjusted p-value less than 0.05 compared to controls.
  - DEGs_Naf_v_DMSO_96hpf: 96 hpf results filtered to only include DEGs as defined by an adjusted p-value less than 0.05 compared to controls.
  - Common_DEGs_72_96hpf: The 67 shared DEGs between 72 and 96 hpf.
  - gProfiler_72hpf: Functional enrichment terms identified at the 72 hpf developmental stage.
  - gProfiler_96hpf: Functional enrichment terms identified at the 96 hpf developmental stage.
  - Overlapping_72_96_gProfiler: Overlapping functional enrichment terms between 72 and 96 hpf developmental stages.

Data Types:

***Mortality and Morphology****:* This is animal/well level data (binary for presence or absence of phenotype) where each row represents an animal. There are 19 total columns. The first 5 columns are metadata including chemical name (or PFAS number), nominal exposure concentration (µM), an id for each 96-well plate, location of each animal within a 96-well plate, and the date of fertilization for that animal. These are followed by 13 columns for mortality and morphology endpoints at either 24 or 120 hours post fertilization (hpf), and also a well quality control column (“DNC_”). Below in Table A is a description of each endpoint.

*Note: If an embryo is dead (noted as "MO24", all subsequent endpoints will be "NA" as only viable embryos are evaluated). Therefore, the MORT column represents only those that are dead at 120 hours post fertilization (hpf) and does not take into consideration those dead at 24 hpf. To consider total mortality, if MO24 == 1, MORT should be 1 also. Additionally, the endpoint “DNC_” is not a morphological endpoint, but a well quality control. Therefore, if DNC == 1, that well should be discarded from the analysis completely.*

***Behavior (EPR and LPR)****:* Each row in the behavior tabs represents one well (i.e., animal) over time. For each behavioral tab, the first 4 columns consist of metadata, including chemical name, nominal exposure concentration (µM), plate id, and location of well in the 96-well plate, followed by the time series data. For 24 hpf behavior (EPR), there are 50 data points (every second), and for 120 hpf behavior (LPR) there are 240 datapoints (every 6 seconds).

*Note: Removal of dead or malformed fish is high recommended, but all data provided is uncensored. The timepoints for 24 hpf behavior (EPR) are broken down into 3 periods: T1:29 is Background; T31:39 is Excitatory; and T41-T48 is Refractory. The light (L) and dark (D) cycles in the 120 hpf behavior assay (LPR) are as follows: L1: T61-89; D1: T90-119; L2: T120-149; D2: T150-179; L3: T180-209; D3: T210-239. The first 2 cycles was treated as acclimation and the third cycle was analyzed.*

**Table A.** Mortality and morphology endpoint descriptors.

| Column Names | Definition |
| --- | --- |
| conc | Concentration for each well (µM) |
| plate.id | Plate barcode ID |
| well | Well placement on plate |
| date_of_plate | Date of fertilization for the animal / date the plate was exposed |
| MO24 | Mortality observed at 24 hpf |
| DP24 | Delayed developmental by 24 hpf |
| SM24 | Spontaneous movement at 24 hpf |
| MORT | Mortality occurring between 24 and 120 hpf |
| CRAN | Malformed, missing or smaller than normal the eye, snout, and/or jaw at 120 hpf |
| AXIS | Curved or bent axis in either direction at 120 hpf |
| EDEM | Heart and/or yolk sac malformation, pericardial or yolk sac edema (fluid around the heart) at 120 hpf |
| MUSC | Lack of circulation, malformation or disorganized/ missing somites, and improper swim bladder formation at 120 hpf |
| LTRK | Malformation of the lower trunk, including caudal fin region at 120 hpf |
| BRN_ | Brain malformations or necrosis at 120 hpf |
| SKIN | Abnormal pigmentation at 120 hpf |
| NC__ | Notochord malformation at 120 hpf |
| TCHR | Not responsive to touch at 120 hpf |
| DNC_ | Well quality control: 1 = poor well quality or animal was sampled before evaluation |

How the deposited data were processed for this re-analysis (not part of the article)

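The main series holds 3' mRNA libraries from 70 pools of 10 whole zebrafish embryos at 48 hpf, each library split over 2 flow cells, and the NB2 series holds 30 samples at 48, 72 and 96 hpf. The deposited count tables give reads per gene, which the authors made by aligning with STAR to GRCz11 and counting with HTSeq. Versions of these tools are not used here, as the sources at hand state none beyond R 4.1.3 for DESeq2. The authors' unfiltered table has 32520 genes and the filtered table 27904. Of the 4616 genes between them 3208 have a count of 0 in every run, and none of the other 1408 has a total count over 43. The log2 values of the NB2 table are the authors' variance-stabilized expression from DESeq2, and the deposited log2 fold changes of each comparison come from their DESeq2 fits. The deposited p-value columns are the authors' Wald p-values, with Benjamini-Hochberg adjusted values beside them. The deposited Wald score, the fold enrichment from g:Profiler and the mean normalized signal per gene, all made by the authors, were read and not used for a test. The authors' table for PFAS 2 covers 27110 genes, the tables of the other 14 PFAS 27904.

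Counts of the 2 flow cells of a library were added up, since the runs are technical. The 2 runs of a library were closest to each other in 70 of 70 libraries, with a median r of 0.988 against 0.976 between libraries of a group, over 17549 genes. Library totals ran from 14265378 to 30363275 with a median of 23474909. PFAS 5 replicate 1 was left out of the main comparisons, as in the paper, which leaves 69 libraries. The main test was the quasi-likelihood F test of edgeR 4.0.16 with TMM scaling, in 1 fit over 15 exposures and the controls of 2 rounds. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which leaves 21928. Each PFAS was compared with the controls of its own exposure round, and chemicals that the paper sets side by side were compared directly. Adjusted p means Benjamini-Hochberg over the genes of 1 comparison, with a limit of 0.05. Where a size limit is named, it is an absolute log2 fold change over 1. Errors after ± are standard errors beside fold changes and SDs beside means per group. CPM values are group means of TMM-scaled counts, with a prior count of 2 for log2 CPM. The work was done in R 4.3.3 and Python 3.11.15 with pandas 2.3.3.

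The NB2 values are not counts, so limma 3.58.1 with a mean trend was used in 1 fit over 6 groups, on the 24853 genes with at least 4 columns above the lowest value. The 28 columns carry letters that the sample labels do not tie to replicates, so the test used only the group of a column, and the 2 samples without a column are not analysed here. Differences between times in the NB2 effect were tested as interaction terms in the same fit.

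Gene lists, 43 in all, were written before the counts were examined, from terms that the paper or its supplementary sheets report for these samples, tissue markers, toxicology and technical checks. Those from the paper follow results on the same samples and are not independent of them. Each was tested with camera from limma with a preset correlation of 0.01 and with a correlation estimated from the data, with Benjamini-Hochberg over lists, and with fry. Counts of list members called are given over all genes and after adjusting over the list alone, and a list needed 3 genes. Symbols come from the reference table by gene identifier, which names 25504 of the genes, 4041 of them with a name that another gene shares. In such cases the identifier stands beside the name. For erythroid, skeletal muscle and exocrine pancreas genes under 80% of the names listed found a gene in the PFAS table. Of 15 exocrine pancreas genes tested 0 were higher and 1 lower in PFAS 13 (camera from limma, adjusted p = 0.4 preset).

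Named genes follow a rule fixed with the design. In each comparison these are the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM over 1, or a mean NB2 value over the median, and every exposed library on the same side of the control mean. The 4 members with the smallest p of each list, the 10 genes with the smallest largest adjusted p over PFAS 8 to 13, and every gene of a comparison with 15 calls or fewer were added. So were the genes the paper names and those of its supplementary sheets for PFAS 3 to 6 and the first ones for PFAS 7, 8 and 9, whose values had been seen. A gene without a symbol is left to counts.

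Collection day pairs libraries of Exposure Round 1, since the paper's supplementary sampling sheet gives the day of each control and replicate. Deviations from the group means, over 12811 genes, had a mean correlation of 0.036 between libraries of the same day and -0.008 between different days. A fit with the day as a block was run beside the main one.

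Each test was tested on simulated data with known changes at the depth of the real libraries. For a fold of 1.5, 2 and 4 edgeR recovered 25.4%, 49.3% and 71.2% of the changed genes at the depth and group size of PFAS 1, and 17.9%, 46.3% and 75.8% at those of PFAS 2. With the 3 libraries of PFAS 5 it recovered 20.9%, 38.8% and 77.3%, and with those of PFAS 13 32.8%, 55.2% and 74.2%. It called 2 to 4 unchanged genes, DESeq2 7 to 11. On the NB2 values limma recovered 35.8%, 79.1% and 100% at 48 hpf and 53.7%, 94% and 100% at 72 hpf, with 13 and 7 unchanged genes called. Overlap between exposures that share controls was set against 20 simulated data sets without change and against splits of the controls. Neither removes a link through shared collection days.

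The alternatives were DESeq2 1.42.0 on the same libraries, DESeq2 size factors in edgeR, no filter beyond the authors' own, only the 2 groups compared, 1 flow cell alone, each library left out in turn, and the replicate blocks. For NB2 they were no filter, the 10000 genes with the highest mean, quantile normalization, no trend, array weights, the 2 groups alone and the column letter as a block. Principal components used the 10000 genes with the highest mean, and clustering used Ward's method. Where more than 50 other splits of the libraries of a PFAS comparison were possible 30 were drawn, and for the NB2 series 100. Both numbers were lowered after a first run had been seen, from 40 to save time and from 126 to keep to a limit on refits, and the result of the first run with 40 was not kept.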

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

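The test for a library far from the others of its group, the comparison of NB2 effects between times and the list tests were planned, and the counts over other splits of the libraries and the tests without PFAS 4 were chosen after the results were seen.

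In 112 groups and measures tested 8 libraries or columns stood far from the rest of their group, where chance gives about 1 in 20. The most abundant gene held 23.92% of the counts in PFAS 13 replicate 1 against 27.75 to 28.13% in the other replicates. Mitochondrial genes held 2.173% in PFAS 5 replicate 3 against 1.986 to 2.009%. Genes with counts numbered 21663 in Control Round 2 replicate 4 against 22129 to 22199, and 21673 in PFAS 7 replicate 4 against 22629 to 22738. On the first component of the NB2 series column C of Control 48 hpf lies at -44.75 against -50.9 to -50.15, column E of NB2 48 hpf at -45.33 against -49.35 to -48.83, and column D of NB2 72 hpf at 8.486 against 0.1002 to 2.326. On the second component of the main series PFAS 15 replicate 1 lies at 22.7 against -4.181 to -0.1312.

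The effect of NB2 differed between 96 and 72 hpf for 3028 genes, between 96 and 48 hpf for 1801 and between 72 and 48 hpf for 49, each by an interaction term in limma at an adjusted p under 0.05. For cyp2k18 the effect was 1.83 ± 0.29 larger at 96 than at 72 hpf (limma adjusted p = 2.32e-05).

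Lists written from tissue markers, toxicology and technical checks, and not from the paper's own terms, passed camera from limma with both correlations in several comparisons of a PFAS with its controls. Synaptic neuron markers did so in 6, phototransduction genes in 5, and cartilage and bone, endothelium, neural progenitors and radial glia, and p53 targets in 4 each. NRF2 oxidative stress and hatching gland genes passed in 3 each, epidermis and keratins and skeletal muscle in 2 each. Circadian clock, hypoxia and glycolysis, ionocytes and mitochondrial transcripts passed in 1 each. Those of synapses, photoreceptors, vessels and muscle touch themes the paper discusses as well. In the NB2 series 8 such lists passed at 96 hpf.

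Other splits of the libraries of 2 groups, fitted alone, show where a count of calls stands out. The smallest share possible is 1 of the splits counted, and shares were not adjusted over the comparisons. Chance is therefore argued against at most, and not excluded. For PFAS 3 the real split called 13 genes and the highest other 1, for PFAS 5 14 and 1, for PFAS 6 28 and 2, for PFAS 8 789 and 4, and for PFAS 9 1442 and 16. For PFAS 10 they are 2653 and 0, for PFAS 11 3006 and 2, for PFAS 12 2890 and 2, and for PFAS 13 3435 and 0. In each of these 9 comparisons only 1 of 30 splits, the real one, reached that count, which argues against chance. The same holds for PFAS 7, with 185 calls and 1 of 30 splits. There the split that sets replicates 2, 3 and 4 with Round 1 control replicate 5 apart called 86. For PFAS 1, fitted alone, 2 of 30 splits reached the real count of 2, with 2 as the highest other, so chance cannot be excluded.

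Among direct comparisons PFAS 10 against 11 called 1127 and at most 1 in other splits, PFAS 6 against 10 1257 and 0, and PFAS 3 against 10 2007 and 0. PFAS 7 against 13 called 2519 and at most 2, and PFAS 8 against 9 211 and 4. In each 1 of 35 splits reached the real count, which argues against chance. Chance is not argued against for PFAS 3 against 5, where 19 of 35 splits reached the real count of 1 and another gave 6. In the NB2 series chance is argued against at 72 hpf, with 20 calls in the 2 groups alone against at most 1. So it is at 96 hpf, with 4171 against 1, in 1 of 100 splits each. At 48 hpf the real count is 0, which all 35 splits reach, and another split gave 15.

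In Exposure Round 2 chance cannot be excluded for any count, and the splits with the most calls set replicates 1 and 2 of each group apart from 3 and 4, with those of PFAS 4 crossed. For PFAS 2, with 0 calls, 35 of 35 splits reached the real count and the split of replicates 1 and 2 from 3 and 4 called 505. For PFAS 14 that split called 45 against a real 2 (7 of 35 splits), for PFAS 15 14 against a real 1 (4 of 35), and for PFAS 14 against 15 8 against 0 (35 of 35). For PFAS 4, with 1 call (12 of 35 splits), the highest other count of 41 came from control replicates 1 and 2 with PFAS 4 replicates 3 and 4. Many calls in such splits point to a structure of the libraries.

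That structure was weighed further, with tests over all groups set before their result was seen and tests without PFAS 4 after. Over the 20 libraries of the round edgeR called 8 of 19277 genes between replicates 1 and 2 and replicates 3 and 4, 6 of them higher in the first, among them the cardiac actin gene actc1a and hrc, a calcium-binding protein of muscle. PFAS 4 runs the other way: its difference between these replicates has r = -0.258 with that of the other groups, where the controls have 0.335, PFAS 2 0.459, PFAS 14 0.269 and PFAS 15 0.363. Without PFAS 4, over 16 libraries, edgeR called 809 of 18926 genes, 535 higher in replicates 1 and 2 and 274 lower. This split and the removal of PFAS 4 were picked from these same libraries, so the count is not independent evidence of the structure. If the numbers do not mark the same structure in every group, the test over 20 libraries is diluted. A difference in age at collection is argued against by a correlation with the change of unexposed embryos from 48 to 72 hpf of -0.012 over all groups and of 0.051 over the called genes without PFAS 4. Library size cannot be told apart from other causes, with a ratio of 1.341 over all groups and 1.344 without PFAS 4. The share of the most abundant gene differs by -1.31 SDs over all groups, which leaves it open there, and by -2.31 SDs without PFAS 4, and so stays a candidate explanation. Beyond age no biological explanation was tested, as the design gives none for these numbers.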

How the results depend on the processing

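The DESeq2 fit on Exposure Round 2 alone was chosen after seeing the values, the other settings were planned.

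Over all settings 195 counts and correlations stayed on their side of their limits or within 1.5 times and 24 moved, and with 1 library left out 335 stayed and 29 moved. Of the values of named genes 7122 kept their direction and their side of the threshold, 139 lost the threshold with the same direction, and 0 reversed. For PFAS genes these cover only DESeq2, its size factors, no filter and the replicate block. For NB2 genes they cover no filter, quantile normalization, no trend, array weights and the column letter. Fits without 1 library, of the 2 groups alone or of 1 flow cell are not among them, and some named calls end without 1 library. Small changes are often missed at the depth and group sizes here, as the recovery on simulated data shows, and the cause of the shifts below was not tested.

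DESeq2 called 3 genes for PFAS 4 and 41 for PFAS 6. With only the 2 groups compared PFAS 1 gave 2, PFAS 14 2, PFAS 15 1 and NB2 at 72 hpf 20. Run 64 alone gave 1 for PFAS 1 and 0 for PFAS 4. DESeq2 on Exposure Round 2 alone gave 2 for PFAS 2, 6 for PFAS 4 and 11 for PFAS 14. With PFAS 5 replicate 1 added PFAS 5 gave 6. For NB2 at 72 hpf limma without trend gave 54 and array weights 382, and the count shared with 96 hpf was 40 without trend. The mean correlation of fold changes between PFAS was 0.564 over genes called in either comparison and 0.105 with the controls split 3 and 3. The mean correlation with age was -0.209 with the change from 48 to 96 hpf and -0.507 over called genes.

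With 1 library left out the counts ranged from 4 to 10 for PFAS 3, 0 to 2 for PFAS 4, 0 to 14 for PFAS 5, 13 to 32 for PFAS 6, 124 to 218 for PFAS 7, 549 to 852 for PFAS 8 and 883 to 1435 for PFAS 9. The lowest are without PFAS 3 replicate 4, PFAS 5 replicate 2, PFAS 6 replicate 4, PFAS 7 replicate 3, PFAS 8 replicate 1 and PFAS 9 replicate 2. For PFAS 4 the count is 0 without Control Round 2 replicate 1 or PFAS 4 replicate 1 or 3, and 2 without Control Round 2 replicate 2 or PFAS 4 replicate 4. PFAS 5 also gave 2 without its replicate 3 and 6 without Control Round 1 replicate 5. Direct comparisons ranged from 0 to 1 for PFAS 3 against 5 (1 without PFAS 5 replicate 4), 1108 to 1743 for PFAS 6 against 10 (lowest without PFAS 10 replicate 1), 153 to 282 for PFAS 8 against 9 (lowest without PFAS 9 replicate 3, and 194 without PFAS 8 replicate 4) and 0 to 1 for PFAS 14 against 15 (1 without PFAS 14 replicate 4). NB2 at 72 hpf ranged from 58 to 502 and its overlap with 96 hpf from 37 to 203, each lowest without NB2 column D and highest without column C. Without control columns A, B and D the count at 72 hpf was 107, 93 and 95 and without NB2 column B 78, and the overlap was 66 without control column A, 64 without D and 55 without NB2 column B.

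Of the list tests in PFAS comparisons 156 passed with the preset correlation and 74 with an estimated one. With the latter the number of PFAS comparisons fell to 4 for lens crystallins, 3 each for cholesterol synthesis, NRF2 oxidative stress and SRF targets and cytoskeletal stress, and 2 each for cytosolic ribosomal proteins, epidermis and keratins and skeletal muscle. It fell to 1 each for chaperones and heat shock, circadian clock, ER stress and amino acid response, hypoxia and glycolysis, mitochondrial transcripts and proteasome subunits. It fell to 0 for AHR targets, erythroid, heart, liver, oligodendrocyte and Schwann cells, pigment cells, PPAR targets and fatty acid oxidation, and proneural and peripheral neuron factors. In the NB2 series the list tests passed fell from 1 to 0 at 48 hpf and from 11 to 0 at 72 hpf. DESeq2 size factors in edgeR gave 2 for the retinoic acid pathway.

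The replicate block by collection day, which pairs libraries of Exposure Round 1, moved no count of genes, and among lists it gave 2 for AHR targets, 1 for intestine, 3 for ionocytes, 1 for PPAR targets and fatty acid oxidation, 2 for the retinoic acid pathway and 1 for thyroid and endocrine. It changed the call of no other list by over 1.5 times. The replicate number alone was also used as a replicate block, and it gave 1 for PFAS 2, 2 for PFAS 3, 2 for PFAS 4, 0 for PFAS 5 and 3 for PFAS 14. In Exposure Round 2 libraries with the same number had a mean correlation of 0.043, with 13 of 40 pairs over 0.1, and 11 of 20 libraries were closest to one with their own number. In the NB2 series the letter of the column was used as a replicate block, though nothing ties the letters to shared embryos or days, and it gave 0 calls at 48 hpf, 269 at 72 hpf and 4557 at 96 hpf, 132 shared by the last 2 times and 3070 genes whose NB2 effect differed between them, each within 1.5 times of the fit without it. It ended the call of no named gene. Columns of the same letter in different groups had a mean correlation of 0.005, with 13 of 65 pairs over 0.1, and 6 of 28 columns were closest to one with their own letter.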

Differences from the paper's values

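The alternatives named here were set before the data were examined, unless said otherwise, and the DESeq2 fit on Exposure Round 2 alone and the clustering of other fold changes were chosen after seeing the values.

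For PFAS 4 the paper's supplement lists 13 DEGs and edgeR called 1 at the same adjusted p of 0.05. None of these alternatives reaches the paper's value, with 3 in DESeq2, 2 with the replicate number as a block, 0 to 2 with 1 library left out and 0 or 1 otherwise. All 3 of DESeq2 and the 1 of edgeR are among the paper's 13. A fit of DESeq2 on Exposure Round 2 alone, chosen after seeing the values, called 6 and drops 9 of the paper's 13.

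For PFAS 6 the paper's count is 42 and edgeR gave 23, all of them among the paper's. DESeq2 with 41, no filter beyond the authors' own with 29, only the 2 groups compared with 28, the collection day as a block with 29, and leaving out PFAS 6 replicate 1 with 32 or Round 1 control replicate 4 with 28 come within 1.5 times of the paper's value. DESeq2 size factors with 22, either flow cell alone with 18 and 20, the replicate number as a block with 21 and leaving out any other library with 13 to 24 do not. The paper gives 35 of its PFAS 6 DEGs as shared with PFAS 10 or 11, where edgeR gave 19, which is 35 of 42 in the paper and 19 of 23 here, and no alternative was set for this count.

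At 48 hpf the NB2 series has about 1 DEG in Fig. 7A, read by eye, where limma called 0 under each alternative and with any 1 column left out. The authors' deposited table names riiad1, which was higher in NB2 here too (limma adjusted p = 0.397). At 96 hpf the paper counts 1083 DEGs and limma gave 4568. No alternative comes within 1.5 times, the lowest being 3814 on the 10000 genes with the highest mean. The authors' deposited lists for 72 and 96 hpf hold no gene with an absolute log2 fold change under 1, and with that limit, which the count here does not have, limma called 446 at 96 hpf and 50 at 72 hpf, the latter beside the paper's 162. The scales differ, as the values here are variance-stabilized. All 1083 of the authors' genes at 96 hpf had the same direction here and 971 were called. At 72 hpf all 162 had the same direction, but only 71 were called. For genes shared by 72 and 96 hpf the paper has 66 and limma 108. The count of limma has no fold change limit, unlike the authors' lists, and no shared count with that limit was made. No filter gives 75, and leaving out any control column of 72 hpf gives 64 to 83 and NB2 column B of 72 hpf 55, all within 1.5 times of the paper's 66. Only the 2 groups compared with 11, array weights with 181, the 10000 genes with the highest mean with 108, quantile normalization with 118, no trend with 40, the column letter as a replicate block with 132 and leaving out any other column, with 37 to 203, do not.

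The paper states that PFAS 10 and 11 cluster together by log2 fold change. With edgeR fold changes of 1956 genes they did not join first with each other, PFAS 11 joining PFAS 7 to 9 at 53.2 and PFAS 10 the group with 12 at 57.5, and with values not past both limits set to 0 PFAS 10 joined a group holding 11 at 67.0. With DESeq2 fold changes of 1920 genes, chosen after seeing the values, they joined at 39.7 and, with such values set to 0, at 48.2, and with the authors' deposited fold changes set to 0 in that way at 48.0. DESeq2 drops 16 of the paper's 3288 DEGs of PFAS 10 and 16 of its 3289 DEGs of PFAS 11. With all of the deposited fold changes PFAS 11 joined PFAS 8 and 9, and PFAS 7 joined PFAS 10 at 40.8, apart from 8 and 9. PFAS 7, 8 and 9, which the paper also groups, joined first in each of the edgeR and DESeq2 settings.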

Other observations

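The tests of slower development and of PFAS 10 replicate 1 were set before their results were seen, and those of the controls' age, late tissues, scaling, the other sulfonamide and replicate 1 for heat shock genes after.

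Cartilage genes fell in PFAS 9, 11, 12 and 13. COL9A1, a collagen of cartilage fibrils, stood at -1.02 ± 0.11 in PFAS 9 (edgeR adjusted p = 6.05e-11), -1.02 ± 0.11 in PFAS 11 and -1.14 ± 0.11 in PFAS 12 (edgeR adjusted p = 2.51e-13), and COL10A1 (ENSDARG00000054753), of hypertrophic cartilage and bone, at -2.12 ± 0.22 in PFAS 9 (edgeR adjusted p = 4.79e-11). Of 32 genes 12, 10, 11 and 7 were lower and 1, 2, 1 and 2 higher (12, 11, 11 and 8 lower over the list alone; camera from limma, adjusted p = 1.56e-05, 0.00434, 0.0117 and 0.0271 estimated). Ionocyte genes fell in PFAS 9, 5 of 24 lower and 9 over the list alone (camera from limma, adjusted p = 0.00111 estimated), with the ammonium transporter gene RHBG at -0.72 ± 0.11 (edgeR adjusted p = 2.43e-06). p53 targets rose in PFAS 10, 11 and 13, 8, 9 and 9 of 23 higher (11, 13 and 12 over the list alone; camera from limma, adjusted p = 0.00794, 0.0099 and 0.0271 estimated). Among them is rps27l, a ribosomal protein gene that p53 induces, at 0.79 ± 0.13, 0.83 ± 0.13 and 0.98 ± 0.13, the last with an edgeR adjusted p of 1.13e-08. NRF2 genes rose in PFAS 11 and 12, 14 and 15 of 32 (15 and 18 over the list alone; camera from limma, adjusted p = 0.0169 and 0.0117 estimated), with mgst3b, a glutathione transferase of membranes, at 0.62 ± 0.09 in PFAS 12 (edgeR adjusted p = 1.65e-07). Hatching gland genes rose in PFAS 12, 4 of 8 higher (camera from limma, adjusted p = 0.00476 estimated), with AGR2, a disulfide isomerase of secretory cells, at 0.74 ± 0.11 (edgeR adjusted p = 1.15e-07). Clock genes fell in PFAS 13, 12 of 30 lower and 2 higher (14 and 2 over the list alone; camera from limma, adjusted p = 0.00714 estimated), among them nr1d2a, a nuclear receptor of the clock, at -1.10 ± 0.19 (edgeR adjusted p = 9.83e-06). Pools were collected on several days, and the hour of collection was not used here.

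At 96 hpf NB2 raised genes of heat shock, the integrated stress response and apoptosis. The heat shock gene hsp90aa1.2 rose by 1.98 ± 0.08 (limma adjusted p = 3.03e-20), chac1, which breaks down glutathione in the integrated stress response, by 2.30 ± 0.15 (limma adjusted p = 3.02e-14), and pmaip1, a p53 target of apoptosis, by 2.22 ± 0.19 (limma adjusted p = 1.84e-11). Of 45 chaperones 17 were higher and 3 lower, 20 and 3 over the list alone (camera from limma, adjusted p = 0.00303 estimated). Of 46 ER stress genes 19 were higher and 2 lower, 21 and 2 over the list alone (camera from limma, adjusted p = 0.00256 estimated). Both lists were written from results the study reports and are not independent evidence of direction. Of 22 p53 targets 12 were higher and 1 lower (15 and 1; camera from limma, adjusted p = 0.000556 estimated), and of 42 hypoxia and glycolysis genes 21 and 1 (22 and 2; camera from limma, adjusted p = 0.00261 estimated). Cartilage genes fell here too, 16 of 31 lower and 1 higher over all genes and over the list alone (camera from limma, adjusted p = 0.00121 estimated), with epyc, a proteoglycan of cartilage, at -0.85 ± 0.08 (limma adjusted p = 1.77e-10). Circadian genes rose, 10 of 31 higher and 1 lower (11 and 1; camera from limma, adjusted p = 0.00399 estimated), with per2, a light-induced period gene, at 1.12 ± 0.19 (limma adjusted p = 2.09e-05).

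In PFAS 8 to 13 genes changed against their change with age. The mean r of the fold changes with the change of unexposed embryos from 48 to 72 hpf was -0.263, from -0.154 in PFAS 10 to -0.354 in PFAS 13, and the values per library lay below those of the controls in an exact permutation test (adjusted p = 0.0119 for each of the 6). Further development of the controls is argued against by the mean r of -0.039 in PFAS 1, 3, 5, 6 and 7, which share those controls. Loss of late tissues alone was tested on called genes that fall with age. Of these 84% are higher in PFAS 8, 9, 11, 12 and 13, from 75.6% in PFAS 12 to 94.7% in PFAS 8. In PFAS 10 it is 57.5%. Counts are shares within whole pools, so losing late cells could raise such genes as well, and the test cannot decide. Slower development of the exposed embryos, with r of -0.263, stays open as a candidate explanation beside the loss of late tissues. It was found and tested on the same data.

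PFAS 10 lowered proteasome subunits while single heat shock genes rose, though the chaperone list did not pass camera with an estimated correlation. Replicate 1 alone is argued against for the proteasome, with 31 subunits lower without it. Scaling is argued against by a median log2 fold change -0.439 ± 0.033 (bootstrap SE) from that of other genes of like mean. A factor per library moves all genes alike. The bootstrap drew genes, so its SE does not measure the spread between libraries. An equal response of both unsubstituted sulfonamides is argued against by 25 subunits lower in PFAS 10 than in PFAS 11. A smaller fall in PFAS 11 is not excluded, with 2 of 45 subunits lower against controls and a median of -0.112, and dose and structure are not separated. For the heat shock genes 7 of 46 chaperones are still called higher without replicate 1, so it is not the sole source of the rise. With all replicates 15 are, so fewer than 50% of the calls remain. Under the limit set beforehand for the subunits, that would point to replicate 1. Whether replicate 1 holds more than 50% of the rise cannot be told apart. The median log2 fold change of the 15 chaperones called with all replicates, 1.12, is 0.754 ± 0.365 (bootstrap SE over genes) without it. An effect of PFAS 10 itself on proteasome transcripts stays open as a candidate explanation, with 31 subunits lower without replicate 1, found and tested on the same data.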
